# Targeting ATF6 reduces pathological neovascularization and improves visual outcomes in retinal disease models

**DOI:** 10.1038/s41598-025-15393-y

**Published:** 2025-09-26

**Authors:** Allyssa Bradley, Soyoung Park, Soyeon Park, Kyle Kim, Angela Galdamez, Hyejung Min, Monica Sophia Diaz-Aguilar, M. Elizabeth Hartnett, Eun-Jin Lee, Jonathan H. Lin

**Keywords:** Retina, Angiogenesis, Retinopathy of prematurity, Retinal diseases

## Abstract

Pathological retinal neovascularization is a cause of vision loss in diseases including retinopathy of prematurity (ROP), wet age-related macular degeneration (AMD), and diabetic retinopathy. The Unfolded Protein Response (UPR) is an intracellular signal transduction mechanism that is activated by ER stress and upregulates many proteins, including angiogenesis factors like VEGF and HIF-1α. This suggests that UPR genes and pathways may drive retinal angiogenesis. Here, we tested the role of the UPR regulator Activating Transcription Factor 6 (ATF6) in pathological and developmental retinal angiogenesis. We induced pathological retinal neovascularization in *Atf6*^*−/−*^ mice using the oxygen-induced retinopathy (OIR) model and found significantly preserved visual function, accompanied by decreased retinal neovascularization, endothelial cell proliferation, and UPR transcriptional program induction. When we chemically blocked ATF6 signaling by intraocular injection of the small molecule Ceapin-A7, we also saw suppressed retinal expression of UPR genes. Additionally, in postnatal day 7 *Atf6*^−/−^ mice when the retinal vasculature is developing in response to physiologic intraocular hypoxia, there was a transient but significant defect in pruning and retinal blood vessel extension. Together, our results demonstrate ATF6’s causal role in developmental and pathological retinal angiogenesis and highlight its potential as a therapeutic target to preserve vision in retinal neovascularization diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-15393-y.

## Introduction

The retinal vasculature begins developing at about 14–16 weeks of gestation in humans and shortly after birth in mice. Initially, the developing eye is nourished by the hyaloid vasculature, a transient network of vitreous vessels that regresses as the retinal vasculature forms. Retinal blood vessels first sprout from the optic nerve head and grow radially toward the periphery, guided by hypoxia-triggered angiogenic signals from avascular areas^1–7^. Disruptions in these signals can impair blood vessel formation, as seen in premature infants receiving high supplemental oxygen therapy, which can slow the progression of angiogenesis and is one of the factors involved in the pathophysiology of the blinding disease retinopathy of prematurity (ROP)^8–10^. In severe cases, ROP progresses to a more advanced stage, marked by abnormal blood vessel growth into the vitreous, along with greater vessel tortuosity and dilation^11–13^. This retinal neovascularization can be experimentally modeled in mice and rats due to the postnatal development of their retinal vasculature. Mice offer the opportunity to study molecular mechanisms more easily than rats. In the mouse oxygen-induced retinopathy (OIR) model, postnatal mice are exposed to hyperoxia and then returned to ambient oxygen levels to induce “relative hypoxia” and retinal neovascularization^5,14^.

A growing body of evidence implicates Unfolded Protein Response (UPR) signaling as a molecular mechanism driving neovascularization^15–19^. Hypoxia, a potent inducer of neovascularization, activates UPR pathways regulated by Inositol-Requiring Enzyme 1 (IRE1), Protein Kinase R (PKR)-like Endoplasmic Reticulum Kinase (PERK), and Activating Transcription Factor 6 (ATF6) through oxidative protein misfolding and subsequent ER stress^20–28^. These pathways enhance cellular survival under stress by upregulating chaperones, protein-folding enzymes, and degradation cofactors for misfolded proteins. Additionally, UPR activation induces critical angiogenesis regulators such as Vascular Endothelial Growth Factor (VEGF)^29,30^. ER stress exacerbates pathological ocular neovascularization in mice^16,31,32^. ATF6 directly modulates VEGF gene expression and stabilizes the VEGF protein^23,29^ and small molecule ATF6 activation promotes blood vessel development in vitro^33^. Inhibition of ER stress pathways, including ATF6, has been reported to reduce retinal neovascularization^23,34^. To expand on these findings and assess if ATF6 impacted visual outcomes, we investigated retinal vascular development under physiological hypoxia and pathological neovascularization in *Atf6*^−/−^ mice.

*Atf6*^*−/−*^ mice do not produce the Atf6 protein due to a premature stop codon in exon IV but remain viable in a standard laboratory vivarium, making them a valuable model for studying ATF6 function in vivo^35,36^. These mice develop sensorineural hearing loss by 2 months of age^37^. *Atf6*^*−/−*^ mice have no defects in retinal vasculature, lamination, and function in studies from P15 through ~ 1 year, but afterward, they exhibit mild late-onset retinal degeneration, which becomes more severe when crossed with the P23H rhodopsin retinitis pigmentosa model^36,38^. *Atf6*^*−/−*^ mouse retinal development (P0-P14) has not been previously evaluated. Beyond the retina, adult *Atf6*^*−/−*^ mice develop liver steatosis and pancreatic beta-cell loss under high-fat diets^39,40^. In the heart, Atf6 deficiency leads to myocardial damage, while in the brain, it increases susceptibility to stroke and neurodegenerative diseases^41,42^. In some cases, Atf6 loss has beneficial effects, such as resistance to paralysis in multiple sclerosis models^43^. These prior studies indicate that loss of Atf6 may cause positive or negative effects in vivo, depending on cell and tissue type.

In this study, we investigate ATF6’s role specifically in retinal blood vessel development in a pathological retinal neovascularization OIR model and during normal developmental physiological intraocular hypoxia.

## Results

### Preserved retinal function and reduced neovascularization after OIR in *Atf6*^−/−^ mice

To investigate the role of Atf6 in pathological retinal angiogenesis, we subjected *Atf6*^*−/−*^ mice to the oxygen-induced retinopathy (OIR) paradigm. First, both *Atf6*^*+/+*^ and *Atf6*^*−/−*^ mice were placed in 75% oxygen (hyperoxia) from P7 to P12 (Fig. 1a). This hyperoxic exposure during retinal vasculature development induced vaso-obliteration indistinguishably in both *Atf6*^*+/+*^ and *Atf6*^*−/−*^ retinas (Fig. 1b, left panels). When mice were returned to room air (relative hypoxia), reparative and pathological angiogenesis occurred, and neovascular growth peaked at P17 (Fig. 1b, center panels). By P20, neovascular regression was observed^5,14,44^ (Fig. 1b, right panels). To assess the impact of Atf6 loss on vascular growth, we quantified the percentage of avascular area at P12, P17, and P20, and neovascular area at P17 and P20. Vaso-obliteration did not significantly differ between *Atf6*^+/+^ and *Atf6*^−/−^ mice at P12 (*p* = 0.87) or P17 (*p* = 0.66) (Fig. 1c). Both *Atf6*^+/+^ and *Atf6*^−/−^ OIR mice showed a significant and similar reduction in vaso-obliteration between P12 and P17 (****p < 0.0001 for both *Atf6*^*+/+*^ and *Atf6*^*−/−*^ retinas). P20 showed minimal avascular zones, less than 10%, consistently with previous studies (Supplemental Fig. 1)^45,46^. In contrast, neovascularization was significantly reduced in *Atf6*^−/−^ mice compared to *Atf6*^+/+^ mice at both P17 (**p < 0.01) and P20 (**p < 0.01). Additionally, neovascularization decreased significantly from P17 to P20 in both *Atf6*^+/+^ (*p = 0.014) and *Atf6*^−/−^ mice (**p < 0.01, *two-way ANOVA*, Fig. 1d).

**Fig. 1:**
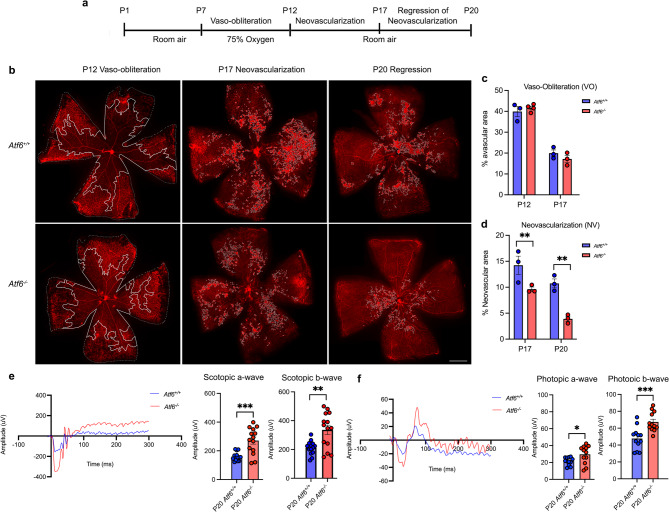
Atf6 deficiency enhances visual function and reduces neovascularization in OIR.** (a)** Timeline of the mouse OIR model. Neonatal mice and their nursing mother were kept in room air from birth through postnatal (P) 7. In the vaso-obliteration phase, P7 mice were transferred from room air into 75% oxygen until P12, then returned to room air. During the neovascularization phase, blood vessels developed pathologic retinal neovascularization, which peaked at P17 and subsequently regressed. **(b)** Wholemount retinas stained for endothelial cells with IB4 (red) in *Atf6*^*+/+*^ and *Atf6*^*−/−*^ OIR mice at P12 (avascular area highlighted with solid white line; vascular area highlighted with white-dotted lines) and at P17 and P20 (neovascular tufts highlighted with white-dotted lines). **(c)** The percentage of avascular area at P12 and P17 showed no significant difference between *Atf6*^*+/+*^ and *Atf6*^*−/−*^ mice (each point represents one retina per mouse, data represents mean ± SEM, *p* > 0.05, *two-way ANOVA*, *n* = 3 or 4/group). **(d)** The percentage of neovascular area at P17 and P20 was significantly reduced in *Atf6*^*−/−*^ mice compared to *Atf6*^*+/+*^ mice (each point represents one retina per mouse, data represents mean ± SEM, **p < 0.01, *two-way ANOVA*, *n* = 3/group). **(e)** Representative ERG waveforms generated by scotopic intensity (40 (S) cd.s/m^2^) for P20 *Atf6*^*+/+*^ (blue line) and *Atf6*^*−/−*^ (red line) retinas (left). Scotopic ERG responses showed significantly greater a- and b-wave amplitudes in *Atf6*^−/−^ mice compared to *Atf6*^+/+^ controls (data represents mean ± SEM, **p ≤ 0.01, ***p ≤ 0.001; *Welch t-test*, *n* = 7/group). **(f)** Representative ERG waveform generated by photopic intensity (10 (S) cd.s/m^2^) for P20 *Atf6*^*+/+*^ (blue line) and *Atf6*^*−/−*^ (red line) retinas (left). Photopic a- and b-wave amplitudes were significantly higher in *Atf6*^*−/−*^ mice compared to *Atf6*^*+/+*^ mice (data represents mean ± SEM, *p ≤ 0.05, ***p ≤ 0.001, *Welch t-test*, *n* = 6/group). Scale bar, 500 μm.

To evaluate whether the sample sizes used for each experiment were adequate to detect biologically meaningful differences, we performed post hoc power analyses using GraphPad Prism (version 10). We calculated group means, 95% confidence intervals (CIs), and effect sizes (Cohen’s d). At P12, the mean avascular area was slightly lower in *Atf6*^+/+^ retinas (39.92%; 95% CI: 29.62–50.22) than in *Atf6*^−/−^ retinas (41.60%; 95% CI: 38.77–44.43), with a small effect size (Cohen’s d ≈ 0.53), indicating no biologically meaningful difference. At P17, a modest reduction in avascular area was observed in *Atf6*^−/−^ retinas (17.18%; 95% CI: 9.69–24.67) compared to *Atf6*^+/+^ retinas (19.94%; 95% CI: 13.27–26.61), with a moderate effect size (Cohen’s d ≈ 0.97), indicating no statistically significant difference between groups.

In contrast, *Atf6*^−/−^ retinas exhibited a significant and biologically meaningful reduction in neovascularization. At P17, the neovascular area was 9.63% (95% CI: 7.85–11.41) in *Atf6*^−/−^ retinas versus 14.24% (95% CI: 6.67–21.80) in *Atf6*^*+/+*^ controls, with a large effect size (Cohen’s d ≈ 2.08). At P20, neovascularization was further reduced in *Atf6*^−/−^ retinas (3.91%; 95% CI: 1.83–5.99) relative to *Atf6*^*+/+*^ controls (10.74%; 95% CI: 7.03–14.45), with a very large effect size (Cohen’s d ≈ 5.64). Post hoc power analysis indicated high statistical power (~ 99.8%), confirming that the sample size was sufficient to detect this robust biological effect. These results indicate that Atf6 deficiency is associated with a reproducible and statistically supported reduction in pathological neovascularization, supported by statistical and effect size analyses.

To assess visual function in the absence of Atf6 in OIR mouse retinas, we performed electroretinograms (ERGs) at P20. Waveforms of the scotopic and photopic ERG responses were collected from both *Atf6*^+/+^ and *Atf6*^−/−^ OIR retinas. Both scotopic (Fig. 1e) and photopic (Fig. 1f) ERG responses showed significantly greater a- and b-wave amplitudes in *Atf6*^−/−^ mice compared to *Atf6*^+/+^ controls (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001; Welch’s t-test). Together, these histologic and functional imaging studies reveal that *Atf6*^*−/−*^ mice are resistant to neovascularization and retain better visual function compared to control *Atf6*^+/+^ mice after OIR, indicating that the inhibition of Atf6 function protects against OIR-induced pathological angiogenesis and subsequent vision loss.

### Reduced endothelial cell proliferation in *Atf6*^−/−^ OIR model

To understand the molecular mechanisms underlying the reduction in neovascularization in *Atf6*^*−/−*^ OIR mice, we compared bulk RNA sequencing (RNA-Seq) on retinas collected from P17 *Atf6*^+/+^ and *Atf6*^−/−^ OIR mice (*n* = 5/group). 

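Bulk RNA-Seq was carried out on whole retinas of P17 mice that had been kept in 75% oxygen from P7 to P12, with 5 libraries from *Atf6*+/+ OIR mice and 5 from *Atf6*-/- OIR mice. The authors made stranded mRNA libraries for the DNBSEQ platform and sequenced them as paired-end reads of 100 bp. They aligned the reads to GRCm39 with HISAT2 (v2.0.4) and estimated expression with RSEM (v1.2.18) as FPKM, fragments divided by the length of the transcript and by the number of mapped fragments. The deposited table lists 19368 genes by symbol and NCBI gene number, with FPKM to 2 decimals. FPKM summed to between 415014 and 456250 per library, and between 2257 and 2449 genes per library were listed at 0. These sums are not a depth, because FPKM is already divided by the number of mapped fragments. Low values lay near whole multiples of the value of 1 fragment in 84.7% of cases. No share that chance gives was set beside this, so it does not by itself test the steps. The size of the step, the value of 1 fragment, in 26 to 47 genes per library gave relative depths of 1.0 for every library except *Atf6*-/- replicate 4, at 0.961. The values were rescaled between libraries by the median of ratios to each gene's geometric mean, with factors from 0.946 to 1.04. The 15704 genes with a mean FPKM above 0.1 were compared with limma on log2(FPKM + 0.1), so fold changes are on that scale and understate the change of low genes. For gene sets, each library's score was the median over the set of log2 values centred on each gene's mean, and the scores of the 2 groups were compared by an exact two-sided permutation test over all arrangements of the libraries. The smallest p this test can give is 0.00794. Neither the paper nor the sample labels name a sequencing batch or date for these libraries, so none was modelled.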

Retinas were collected at P17, the peak of neovascular response, consistent with previous OIR studies^5,14,44^. Out of 15,524 total genes identified by RNA-Seq, 2,096 (identified by DESeq2 with *p* ≤ 0.05 and FPKM > 0.1, out of 15,524 transcripts) were significantly differentially expressed in *Atf6*^−/−^ mice compared to controls by DESeq2 analysis (Supplemental Table 1). These differentially expressed genes (DEGs) were uploaded to g:Profiler (https://biit.cs.ut.ee/gprofiler*)* for functional enrichment analysis using the Gene Ontology (GO) Biological Processes database to identify significantly altered pathways (Supplemental Table 2). 

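*Atf6* itself (NCBI gene 226641) was listed at 14.75, 16.05, 14.64, 14.69 and 14.61 FPKM in *Atf6*+/+ replicates 1 to 5, and at 15.59, 13.61, 16.83, 16.29 and 13.57 FPKM in *Atf6*-/- replicates 1 to 5. The means were 14.95 ± 0.618 FPKM (SD, n = 5) and 15.18 ± 1.52 FPKM (SD, n = 5). The log2 fold change was 0.03 (standard error 0.07, adjusted p = 0.827 from limma with Benjamini-Hochberg adjustment), and an exact two-sided permutation test gave p = 0.595. The paper describes the *Atf6*-/- allele as a premature stop codon in exon IV, so the amount of *Atf6* RNA alone does not tell the genotypes apart. The predicted gene Gm29733 (NCBI gene 101055854), which the RefSeq annotation of GRCm38.p6 places inside *Atf6*, separated them. It was listed at 6.89, 4.76, 6.27, 4.87 and 3.12 FPKM in the *Atf6*-/- libraries, at 0 in *Atf6*+/+ replicates 1 to 4 and at 0.21 FPKM in *Atf6*+/+ replicate 5 (adjusted p = 8.64e-06 from limma). In all, 5 genes had an adjusted p under 0.05, of which 4 were higher in the *Atf6*-/- libraries. *Duxbl1* (NCBI gene 278672) rose from 11.0 ± 1.2 FPKM (SD, n = 5) to 43.5 ± 7.87 FPKM (SD, n = 5), a log2 fold change of 1.97 (standard error 0.11, adjusted p = 8.64e-06 from limma). *Plac9a* (NCBI gene 211623) rose from 9.81 ± 1.77 to 29.2 ± 2.36 FPKM (SD, n = 5 each), a log2 fold change of 1.59 (standard error 0.11, adjusted p = 2.39e-05 from limma). *Tmem254a* (NCBI gene 66039) rose from 9.24 ± 1.57 to 23.1 ± 2.56 FPKM (SD, n = 5 each), a log2 fold change of 1.34 (standard error 0.11, adjusted p = 1.34e-04 from limma). *Duxbl1*, *Plac9a* and *Tmem254a* lie in one region of chromosome 14 of GRCm38, where near-identical copies of them are annotated that were not analysed here, so their values are uncertain. *Shmt2* (NCBI gene 108037) was the 1 gene that fell, from 68.5 ± 5.99 to 31.9 ± 5.15 FPKM (SD, n = 5 each), a log2 fold change of −1.09 (standard error 0.11, adjusted p = 0.00171 from limma). For each of these 5 genes, the values of the 2 groups of libraries did not overlap. At an unadjusted p of 0.05 or less, 2002 genes were called, 1087 of them higher in the *Atf6*-/- libraries, which is 54.3%. With the FPKM as deposited, 582 of 1906 genes were higher (30.5%), and after rescaling each library to the same sum (TPM), 567 of 1844 were (30.7%), so the share of higher genes depends on the scaling. Of the alternatives tried, limma's array weights moved the number of genes with an adjusted p under 0.05 most, to 2772.

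**Figure D1:**
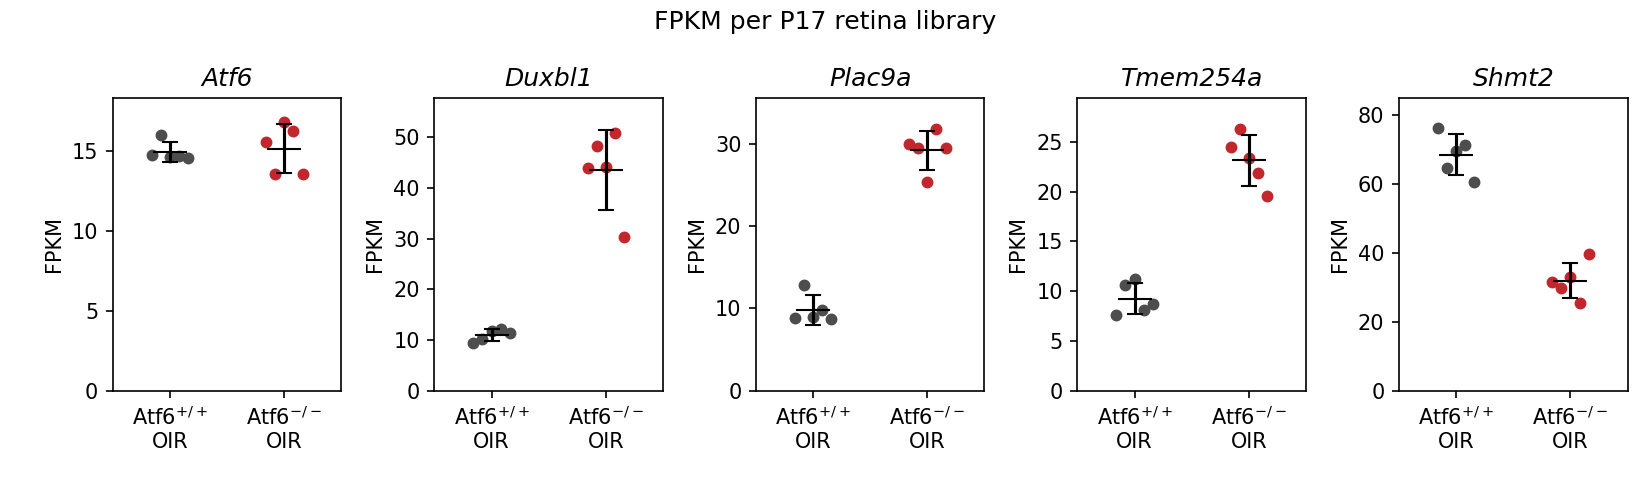
FPKM (vertical axes) of *Atf6*, *Duxbl1*, *Plac9a*, *Tmem254a* and *Shmt2* in the 5 *Atf6*+/+ and 5 *Atf6*-/- OIR libraries, with each point 1 library and the lines the mean ± SD (n = 5). *Atf6* lies between 13.57 and 16.83 FPKM in both groups, and the groups do not overlap for the other genes.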

Our analysis revealed significant enrichment of pathways associated with blood vessel growth including endothelial cell (EC) proliferation, EC differentiation, regulation of blood vessel EC migration, and regulation of angiogenesis (Fig. 2a). 

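The gene lists of these terms were taken from the paper's supplement, and every gene on them was among the genes tested. At an unadjusted p of 0.05 or less from limma, 34 of the 135 EC proliferation genes were called (25.2%), 15 of them higher and 19 lower in the *Atf6*-/- libraries. The EC differentiation set had 17 of 90 genes called (18.9%), 5 higher and 12 lower. For regulation of blood vessel EC migration, 17 of 80 genes were called (21.2%), 6 higher and 11 lower. Regulation of angiogenesis had 38 of 210 genes called (18.1%), 9 higher and 29 lower. Among all genes tested, the share called was 12.7%. No gene of these sets had an adjusted p under 0.05 over all genes tested, and the count adjusted over the list alone was 0 in each of the 4 sets, with a lowest adjusted p of 0.127 in regulation of blood vessel EC migration. The study chose these terms from the same libraries, by enrichment of its genes at an unadjusted p of 0.05 or less. Shares above 12.7% therefore follow from that choice. Neither these shares nor the counts adjusted over the list alone are independent evidence.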

Endothelial cell proliferation is a hallmark of proliferative retinopathy, essential for both regenerative and pathological angiogenesis^47–49^. To further examine these angiogenic processes in *Atf6*^−/−^ OIR retinas, we analyzed expression of the constituent genes within the significantly-enriched angiogenesis-associated GO terms: EC proliferation (GO:0001935, green, *n* = 135 genes), EC differentiation (GO:0045446, blue, *n* = 90 genes), regulation of blood vessel EC migration (GO:0043535, yellow, *n* = 80 genes), and regulation of angiogenesis (GO:0045765, red, *n* = 210 genes) (Fig. 2b, Supplemental Table 3). 

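The median log2 fold change, *Atf6*-/- against *Atf6*+/+, was −0.058 over the EC proliferation genes, of which 83 were lower and 52 higher. It was −0.095 over the EC differentiation genes (56 lower, 34 higher), −0.11 over the regulation of blood vessel EC migration genes (55 lower, 25 higher), and −0.13 over the regulation of angiogenesis genes (152 lower, 58 higher). Across genes, the two-tailed Wilcoxon signed-rank test gave p = 0.00299 for EC proliferation (n = 135 genes), 1.80e-04 for EC differentiation (n = 90), 9.18e-05 for regulation of blood vessel EC migration (n = 80) and 1.78e-13 for regulation of angiogenesis (n = 210). Genes of a set are not independent replicates, since they vary together between libraries. With the library as the unit, the exact two-sided permutation test of the set scores gave p = 0.198, 0.127, 0.159 and 0.0714 in the same order. After Benjamini-Hochberg adjustment over the 7 set tests of both RNA-Seq experiments, these became 0.232, 0.222, 0.222 and 0.222. For regulation of angiogenesis, 3 of the *Atf6*-/- libraries scored below every *Atf6*+/+ library, and for EC proliferation 2 did. limma's camera with a preset correlation of 0.01 between genes gave p = 0.0674, 0.00797, 0.00486 and 2.32e-05. None of these was under 0.05 with a correlation estimated from the libraries (0.304, 0.251, 0.253 and 0.147) or with limma's fry (0.294, 0.205, 0.198 and 0.100). Leaving out *Atf6*-/- replicate 5 moved the EC proliferation median most, to −0.11. With the FPKM as deposited, the exact permutation p was 0.0476 for EC differentiation and 0.0318 for regulation of angiogenesis, and after rescaling to TPM it was 0.0397 for regulation of angiogenesis. The exact permutation p for regulation of angiogenesis was also under 0.05 without *Atf6*+/+ replicate 4 (0.0476) or without *Atf6*-/- replicate 5 (0.0397). Quantile normalization went the other way for EC proliferation, with a median of −0.034 and an exact permutation p of 0.310 (75 genes lower, 60 higher). Across genes, the log2 fold change fell with the GC content of the transcript (Spearman correlation −0.551).

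**Figure D2:**
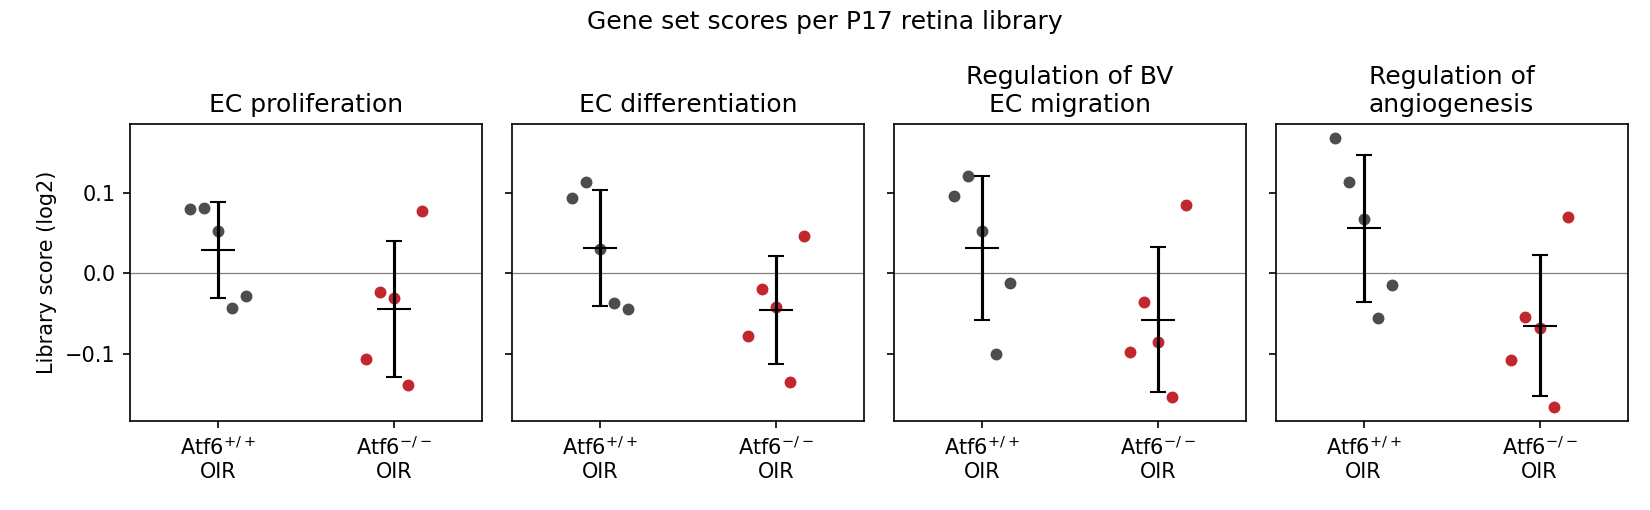
Library scores (vertical axis, median over the genes of centred log2(FPKM + 0.1)) of the 4 angiogenesis-associated gene sets in the *Atf6*+/+ and *Atf6*-/- OIR libraries, with each point 1 library and the lines the mean ± SD (n = 5). The groups overlap in each set: for regulation of angiogenesis, the *Atf6*+/+ libraries lie between −0.056 and 0.17 and the *Atf6*-/- libraries between −0.17 and 0.071.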

Compared to control retinas, *Atf6*^*−/−*^ retinas exhibited a significant reduction in the mean expression of all four gene sets: **p < 0.01 for EC proliferation and ****p < 0.0001 for the other three categories, based on a Two-Tailed Wilcoxon Signed-Rank Test (*n* = 5/group, Fig. 2b). These findings are illustrated in the violin plots of Fig. 2b, where green indicates **p ≤ 0.01 and blue, yellow, and red indicate ****p ≤ 0.0001. These findings support that genes associated with endothelial cell function including proliferation, differentiation, migration, and angiogenesis are significantly downregulated in *Atf6*^*−/−*^ OIR retinas. Furthermore, these transcriptomic findings align with our histologic findings that retinal neovascularization was reduced in *Atf6*^*−/−*^ mice.

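Among the genes with the smallest unadjusted p in these sets, *Cnmd*, which is in 3 of them, had 7.92 ± 1.25 FPKM (SD, n = 5) in the *Atf6*+/+ and 5.90 ± 0.607 FPKM (SD, n = 5) in the *Atf6*-/- libraries, a log2 fold change of −0.39. Its groups did not overlap. *S1pr2* (log2 fold change −0.40), *Ism1* (−0.48), *Itgb3* (−0.74) and *Map2k3* (−0.28) were lower, while *Col8a2* (1.36), *Cldn1* (0.84) and *Hif1a* (0.18) were higher. Each of these had an adjusted p of 0.357 from limma. *Hif1a* rose from 153.3 ± 7.07 to 171.3 ± 13.1 FPKM (SD, n = 5 each). *Vegfa* was 223 ± 32.3 FPKM (SD, n = 5) in the *Atf6*+/+ and 184 ± 27.4 FPKM (SD, n = 5) in the *Atf6*-/- libraries, a log2 fold change of −0.26 (standard error 0.11, adjusted p = 0.374 from limma), and its groups overlapped. *Mki67*, which encodes the Ki-67 used for immunolabeling, was 1.58 ± 0.436 FPKM (SD, n = 5) in the *Atf6*+/+ and 1.13 ± 0.170 FPKM (SD, n = 5) in the *Atf6*-/- libraries, a log2 fold change of −0.40 (adjusted p = 0.374 from limma). *Erg* had a log2 fold change of −0.45 (adjusted p = 0.362 from limma). The paper takes the lower expression of the 4 gene sets as support that genes of endothelial cell function are downregulated in *Atf6*-/- OIR retinas. It relates this to the reduced neovascularization in its histology.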

**Fig. 2:**
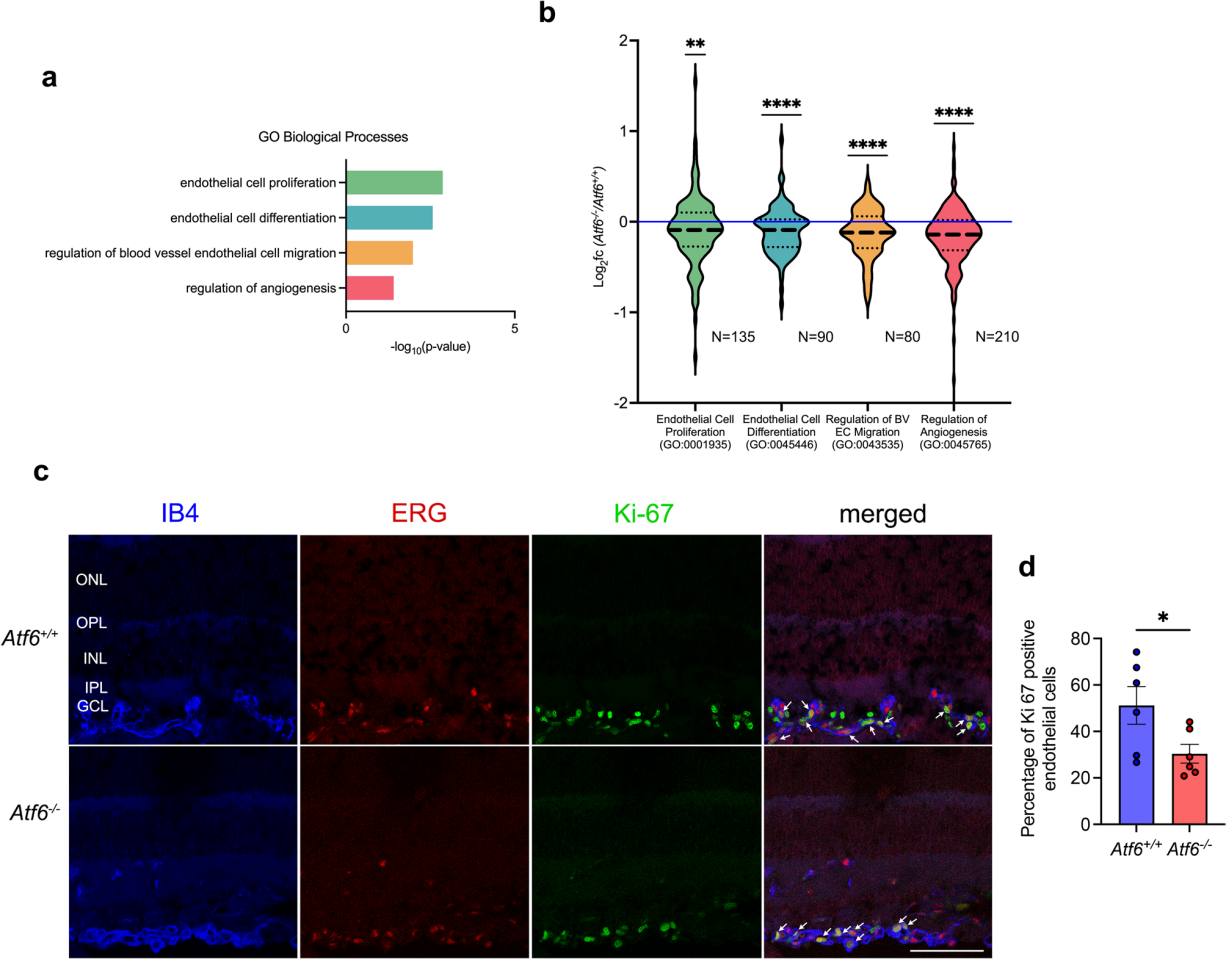
Endothelial cell proliferation is reduced in *Atf6*^−/−^ OIR mice during retinal neovascularization. **(a)** RNA sequencing was performed on P17 (the peak of retinal neovascularization) *Atf6*^*+/+*^ and *Atf6*^*−/−*^ OIR mouse retinas. Functional enrichment analysis using the Gene Ontology (GO) Biological Processes database via g:Profiler on all significantly differentially expressed genes (2,096 genes) revealed significant changes in terms for endothelial cell proliferation, endothelial cell differentiation, regulation of blood vessel endothelial cell migration, and regulation of angiogenesis (*n* = 5/group). The x-axis shows the -log_10_(p-value) for each term. **(b)** Violin plots show gene set expression levels for the terms identified in functional enrichment analysis (GO:0001935 endothelial cell proliferation, green; GO:0045446 endothelial cell differentiation, blue; GO:0043535 regulation of blood vessel (BV) endothelial cell (EC) migration, yellow; GO:0045765 regulation of angiogenesis, red) were all significantly downregulated in P17 *Atf6*^*−/−*^ retina transcriptomes, expressed as log_2_(fold change) compared to P17 *Atf6*^*+/+*^ retinas. The thick dashed line indicates the median log_2_(fold change), the thin dashed lines demarcate the top and bottom quartiles, and the blue line indicates 1x fold change (**p ≤ 0.01, ****p ≤ 0.0001, *Two-Tailed Wilcoxon Signed Rank Test*, *n* = 5/group). The complete gene sets are shown in Supplemental Table 3. **(c)** Representative images of vertical retinal sections labeled with IB4 (blue), ERG (red), and Ki-67 (green) from P17 *Atf6*^*+/+*^ and *Atf6*^*−/−*^ retinas (*n* = 3/group). In the merged image, colocalization of ERG and Ki-67 inside of IB4 areas (arrows) indicate proliferating inner retina blood vessel endothelial cells. **(d)** Percentage of Ki-67-immunoreative blood vessel endothelial cells was significantly lower in *Atf6*^*−/−*^ retinas compared to *Atf6*^*+/+*^ retinas (data represent mean ± SEM, *p ≤ 0.05, *Student’s t-test*, *n* = 3/group). *ONL* outer nuclear layer; *OPL* outer plexiform layer; *INL* inner nuclear layer; *IPL* inner plexiform layer; *GCL* ganglion cell layer. Scale bar = 50 μm.

Previous studies have shown that OIR mouse retinas typically exhibit an increase in endothelial cells, heightened cell proliferation, and enhanced vaso-proliferation, particularly during the neovascular phase^47,50^. To further investigate whether the reduction of neovascularization in *Atf6*^*−/−*^ OIR retinas was due to a lower number of proliferating endothelial cells in neovascular tufts, we performed triple labeling using the endothelial marker IB4, the endothelial cell nuclei marker ERG, and the proliferation marker Ki-67 (Fig. 2c). In *Atf6*^+/+^ OIR retinas, numerous Ki-67-positive endothelial cells were observed, co-localized with ERG in IB4-positive blood vessels (Fig. 2c, top panels). In contrast, *Atf6*^*−/−*^ OIR retinas exhibited a marked reduction in the number of Ki-67-positive endothelial cells, indicating decreased endothelial cell proliferation (Fig. 2c, bottom panels). The merged images confirm a significant reduction in proliferating endothelial cells (IB4^+^, ERG^+^, and Ki-67^+^) in *Atf6*^*−/−*^ retinas compared to *Atf6*^+/+^ retinas (*p ≤ 0.05, *Student’s t-test*; Fig. 2d). These RNA-Seq and histologic data demonstrate that inhibition of Atf6 reduces endothelial cell proliferation in the OIR mouse retina.

### Phototransduction genes upregulated in *Atf6*^−/−^ OIR mice with unchanged ONL thickness

We found that Atf6 deficiency improved visual function in P20 OIR mice, as evidenced by enhanced ERG responses (Fig. 1e, f). GO comparison of the retinal transcriptome between *Atf6*^*−/−*^ and control mice revealed significant enrichment of terms related to visual function (Supplemental Table 2), including sensory perception of light stimulus (GO:0050953, yellow, *n* = 144), response to light stimulus (GO:0009416, green, *n* = 307), and detection of light stimulus (GO:0009583, blue, *n* = 49; Fig. 3a). To investigate the molecular basis of this improvement, we analyzed the expression levels of the gene sets corresponding to these GO terms (Supplemental Table 4). 

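The copy of Supplemental Table 4 used here lacks 1 of the 144 sensory perception of light stimulus genes, 2 of the 307 response to light stimulus genes and 1 of the 49 detection of light stimulus genes that its headings give, so set tests of them are not used here. The median log2 fold change over the sensory perception genes was 0.061, with 94 genes higher and 49 lower in the *Atf6*-/- libraries. Over the response to light genes it was 0.022 (173 higher, 132 lower), and over the detection of light genes 0.086 (35 higher, 13 lower). At an unadjusted p of 0.05 or less from limma, 41 sensory perception genes were called, 28 higher and 13 lower. For response to light, 41 genes were called, 27 higher and 14 lower, and for detection of light, 12 were called, 10 higher and 2 lower. No gene of the 3 sets had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 1 gene of the detection set did, *Gja10*, which rose from 1.99 ± 0.231 to 2.77 ± 0.280 FPKM (SD, n = 5 each), a log2 fold change of 0.48. As these sets were chosen from the same libraries, that count is not independent evidence. The library scores of the detection set overlapped between the groups, with 2 of the *Atf6*-/- libraries above every *Atf6*+/+ library. With each library left out in turn, the medians stayed above 0 in all 3 sets, between 0.0098 and 0.031 for response to light. After rescaling to TPM, the response to light median changed sign, to −0.0015.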

Compared to *Atf6*^+/+^ retinas, *Atf6*^*−/−*^ retinas exhibited significantly higher mean expression across all three gene sets: *p ≤ 0.05 for sensory perception of light stimulus and response to light stimulus, and **p ≤ 0.01 for detection of light stimulus, based on a Two-Tailed Wilcoxon Signed-Rank Test (*n* = 5/group). These differences are illustrated in the violin plots in Fig. 3b, where yellow and green indicate *p ≤ 0.05 and blue indicates **p ≤ 0.01. These findings support that genes associated with visual function including sensory perception of light stimulus, response to light stimulus, and detection of light stimulus are significantly upregulated in *Atf6*^*−/−*^ OIR retinas. Furthermore, Gene Set Enrichment Analysis (GSEA) confirmed marked enrichment of the sensory perception of light stimulus gene set (FDR = 0.01) in the *Atf6*^−/−^ OIR retina transcriptome (Supplemental Fig. 2). Together, these transcriptomic results suggest that the protective effect of Atf6 deficiency against neovascularization is accompanied by preservation of visual response pathways, consistent with the improved ERG responses observed in *Atf6*^−/−^ retinas (Fig. 1).

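A list of 36 phototransduction genes, fixed in advance, was tested beside these sets. Of its genes, 32 are also in the paper's sets. Its median log2 fold change was 0.11, with 32 genes higher and 4 lower in the *Atf6*-/- libraries. The exact two-sided permutation test of the library scores gave p = 0.0159, and 0.111 after Benjamini-Hochberg adjustment over the 7 set tests. Of the 5 *Atf6*-/- libraries, 4 scored above every *Atf6*+/+ library. The Wilcoxon signed-rank test across genes, which are not independent replicates, gave p = 5.02e-06 (n = 36 genes). The p from camera was 3.72e-06 with the preset correlation and 0.0867 with an estimated correlation, and fry gave 0.0178. The exact permutation p depended on the scaling: it was 0.111 after rescaling to TPM (median 0.086) and 0.198 after quantile normalization (median 0.069). At an unadjusted p of 0.05 or less, 10 genes of the list were called, each of them higher, and 0 had an adjusted p under 0.05 over all genes or adjusted over the list alone. *Gnb5* rose from 287 ± 24.6 to 348 ± 35.2 FPKM (SD, n = 5 each), a log2 fold change of 0.29. *Opn1mw* had a log2 fold change of 0.27, *Gnat2* one of 0.27 and *Pde6d*, of the detection set, one of 0.23. The paper takes the higher expression of the 3 light stimulus sets as support that genes of visual function are upregulated in *Atf6*-/- OIR retinas.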

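The sensory perception of light stimulus set holds genes whose products are abundant in the lens or the retinal pigment epithelium, and these had the widest changes in it, from −2.56 for *Cryba2* to 2.03 for *Rpe65*. *Cryba2* was 7.92 ± 12.0 FPKM (SD, n = 5) in the *Atf6*+/+ and 0.344 ± 0.0619 FPKM (SD, n = 5) in the *Atf6*-/- libraries, so its SD exceeded its mean in the first group. The crystallin genes *Cryba4*, *Crybb1*, *Crybb3* and *Cryga* had log2 fold changes of −2.52, −2.24, −1.76 and −2.50, and were far higher in some *Atf6*+/+ libraries than in others. Without *Atf6*+/+ replicate 5, these values were −1.66, −1.39, −1.20 and −1.43, and that of *Cryba2* was −1.69. *Crybg3* (0.10) and *Crygn* (−0.44) changed less, and *Crygn* changed sign, to 0.10, without *Atf6*-/- replicate 1. *Rpe65* was 1.47 ± 1.13 FPKM (SD, n = 5) in the *Atf6*+/+ and 5.92 ± 4.33 FPKM (SD, n = 5) in the *Atf6*-/- libraries. *Rgr* had a log2 fold change of 1.95 and *Lrat* one of 1.67. For *Crybg3*, the adjusted p from limma was 0.555, for *Crygn* 0.729, and for the others between 0.357 and 0.374. The genes of the set with the smallest unadjusted p besides *Gja10* were *Slc4a7*, with a log2 fold change of 0.32, and *Rorb*, with 0.47 (adjusted p = 0.357 for both from limma). *Aurkb*, of the response to light set, had a log2 fold change of −0.93.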

**Fig. 3:**
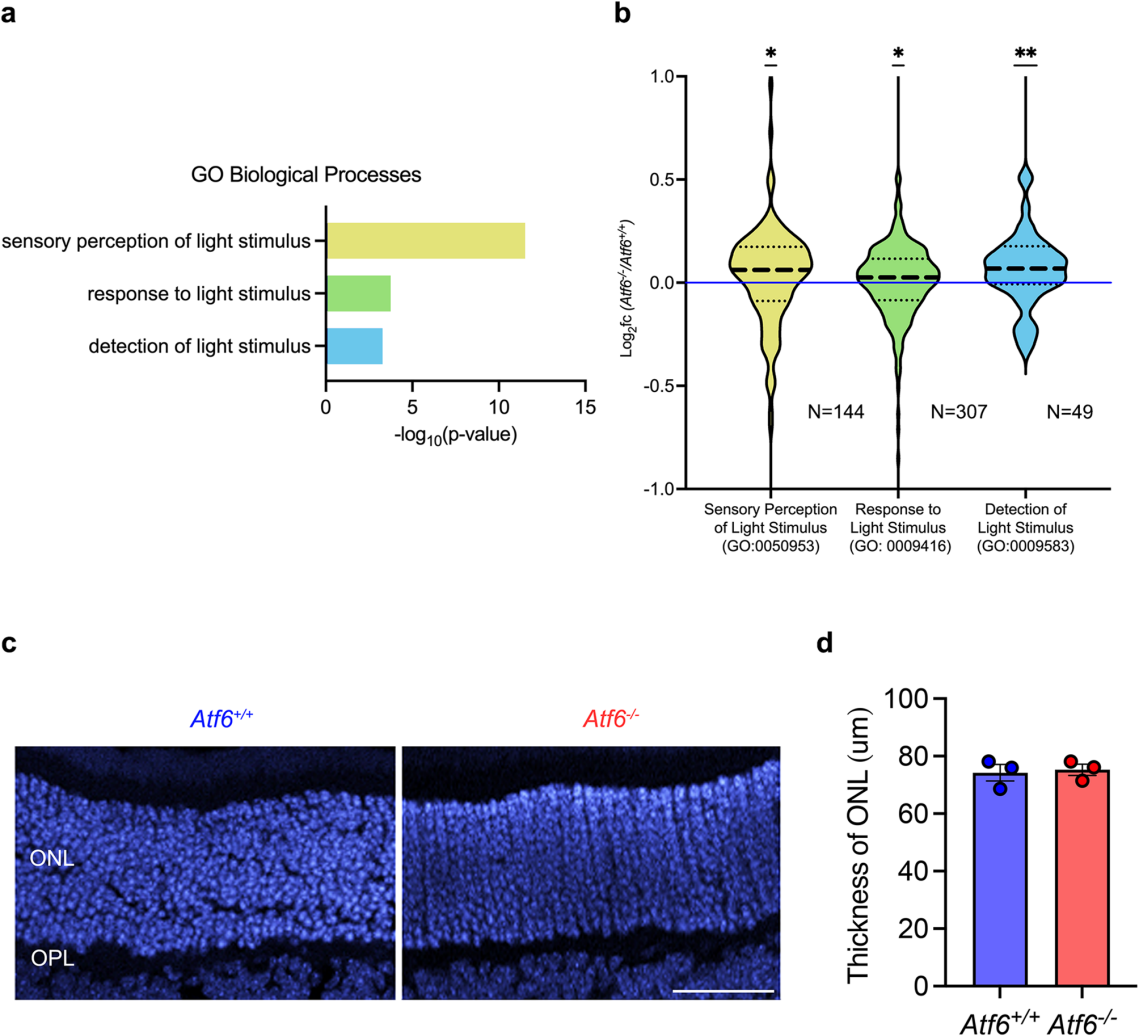
Phototransduction genes upregulated in *Atf6*^−/−^ retinas with no change in retinal ONL in OIR.** (a)** RNA sequencing was performed on P17 (the peak of retinal neovascularization) *Atf6*^*+/+*^ and *Atf6*^*−/−*^ OIR mouse retinas. Functional enrichment analysis using the Gene Ontology (GO) Biological Processes database via g:Profiler on all significantly differentially expressed genes (2,096 genes) revealed significant changes in terms for sensory perception of light stimulus, response to light stimulus, and detection of light stimulus (*n* = 5/group). The x-axis shows the -log_10_(p-value) for each term. **(b)** Violin plots show gene set expression levels for the terms identified in functional enrichment analysis (GO:0050953 sensory perception of light stimulus, yellow; GO:0009416 response to light stimulus, green; and GO:0009583 detection of light stimulus, blue) in P17 *Atf6*^*−/−*^ OIR retina RNA-Seq transcriptomes, expressed as log_2_(fold change) compared to P17 *Atf6*^*+/+*^ OIR retinas (*p ≤ 0.05, **p ≤ 0.01, *Two-Tailed Wilcoxon Signed Rank Test*, *n* = 5/group). The complete gene sets are shown in Supplemental Table 4. **(c)** Representative images of the retinal outer nuclear layer (ONL) approximately 500 μm away from the optic disc in P17 *Atf6*^*+/+*^ and *Atf6*^*−/−*^ retinas, labeled with DAPI (*n* = 3/group). **(d)** Thickness of ONL was not significantly different between *Atf6*^*+/+*^ and *Atf6*^*−/−*^ retinas (data represent mean ± SEM, *p* > 0.05, *Student’s t-test*, *n* = 3/group). *ONL* outer nuclear layer; *OPL* outer plexiform layer. Scale bar = 50 μm.

Lastly, to determine whether the thickness of the retinal outer nuclear layer (ONL) differed between *Atf6*^*+/+*^ and *Atf6*^*−/−*^ OIR retinas, we measured the ONL thickness in vertical cross-sections (Fig. 3c). No significant difference in ONL thickness was observed between *Atf6*^*−/−*^ (data represent mean ± SEM, 75.2 ± 1.9 μm) and *Atf6*^*+/+*^ retinas (74.2 ± 2.8 μm, *p =* 0.6, *Student’s t-test*, *n* = 3; Fig. 3d). This indicates that the enhanced visual response and increased gene expression in *Atf6*^*−/−*^ mice are not due to differences in thickness of ONL.

### Downregulation of UPR genes after genetic or chemical ATF6 inhibition

ATF6 is a key component of the UPR pathway, which is activated in response to ER stress. Previous studies have shown that ER stress is significantly elevated in OIR retinas, with activation of UPR signaling molecules such as GRP78, PERK, and eIF2A, some of which are also linked to pathological neovascularization^32,34,51^. Since ATF6 and other UPR pathways upregulate many genes aiding ER stress adaptation^16,23,33 ^we investigated how UPR-regulated gene expression was altered in the transcriptomic data collected from our *Atf6*^−/−^ OIR retinas. Using RNA-Seq data, we examined the expression of a previously published panel of 118 genes transcriptionally regulated by the IRE1/XBP1, ATF6, and PERK/ATF4 UPR pathways^35,52–60^ in P17 *Atf6*^*+/+*^ and *Atf6*^*−/−*^ OIR mouse retinas (Supplemental Table 5). 

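All 118 genes of the panel were among the genes tested. Their median log2 fold change was −0.050, with 70 genes lower and 48 higher in the *Atf6*-/- libraries. Across genes, which are not independent replicates, the two-tailed Wilcoxon signed-rank test gave p = 4.81e-04 (n = 118 genes). The exact two-sided permutation test of the library scores gave p = 0.3175, and the adjusted value over the 7 set tests was also 0.3175. The *Atf6*+/+ libraries scored between −0.045 and 0.056 and the *Atf6*-/- libraries between −0.093 and 0.056, with 1 *Atf6*-/- library below every *Atf6*+/+ library. The p from camera was 0.0424 with the preset correlation, 0.434 with an estimated correlation and 0.320 with fry. Rescaling to TPM gave a median of −0.074 with an exact permutation p of 0.0238, and was the only alternative set beforehand under which this p fell under 0.05.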

The 118-gene UPR gene panel was significantly downregulated in *Atf6*^*−/−*^ versus *Atf6*^*+/+*^ retinas, as shown in the violin plot (red violin plot, ***p ≤ 0.001, *Two-Tailed Wilcoxon Signed Rank Test*, *n* = 5/group; Fig. 4a). These findings reveal that the UPR transcriptional program is downregulated in *Atf6*^−/−^ mice compared to *Atf6*^+/+^ after OIR.

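At an unadjusted p of 0.05 or less, 17 of the 118 UPR genes were called, 7 higher and 10 lower. Over all genes tested, 1 gene of the panel had an adjusted p under 0.05, *Shmt2*. Adjusted over the list alone, 2 did, *Shmt2* and *Derl3*. *Derl3* fell from 1.86 ± 0.221 to 1.09 ± 0.166 FPKM (SD, n = 5 each), a log2 fold change of −0.71 (standard error 0.13, adjusted p = 0.162 over all genes from limma), and its groups did not overlap. *Ddit3* had a log2 fold change of −0.28. *Hspa5*, which encodes GRP78, was 134 ± 21.7 FPKM (SD, n = 5) in the *Atf6*+/+ and 117 ± 4.27 FPKM (SD, n = 5) in the *Atf6*-/- libraries, a log2 fold change of −0.17 (standard error 0.09, adjusted p = 0.423 from limma). The log2 fold change was −0.18 for *Xbp1*, which was listed in *Atf6*+/+ replicate 5 at a lower value than in the other *Atf6*+/+ libraries, and −0.059 for *Atf4* (−0.038 without *Atf6*+/+ replicate 3). It was −0.11 for *Eif2ak3*, which encodes PERK, and 0.077 for *Ern1*, which encodes IRE1 (0.019 without *Atf6*+/+ replicate 4). In each of these 5 genes the values of the groups overlapped. Of 16 targets of ATF6 in a list fixed in advance, 12 were lower in the *Atf6*-/- libraries, with a median log2 fold change of −0.17 (exact permutation p = 0.127). The lists of PERK/ATF4 and IRE1/XBP1 targets had medians of −0.21 (exact permutation p = 0.111) and 0.090 (exact permutation p = 0.0714). The paper concludes from the lower expression of the panel that the UPR transcriptional program is downregulated in *Atf6*-/- mice after OIR.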

**Fig. 4:**
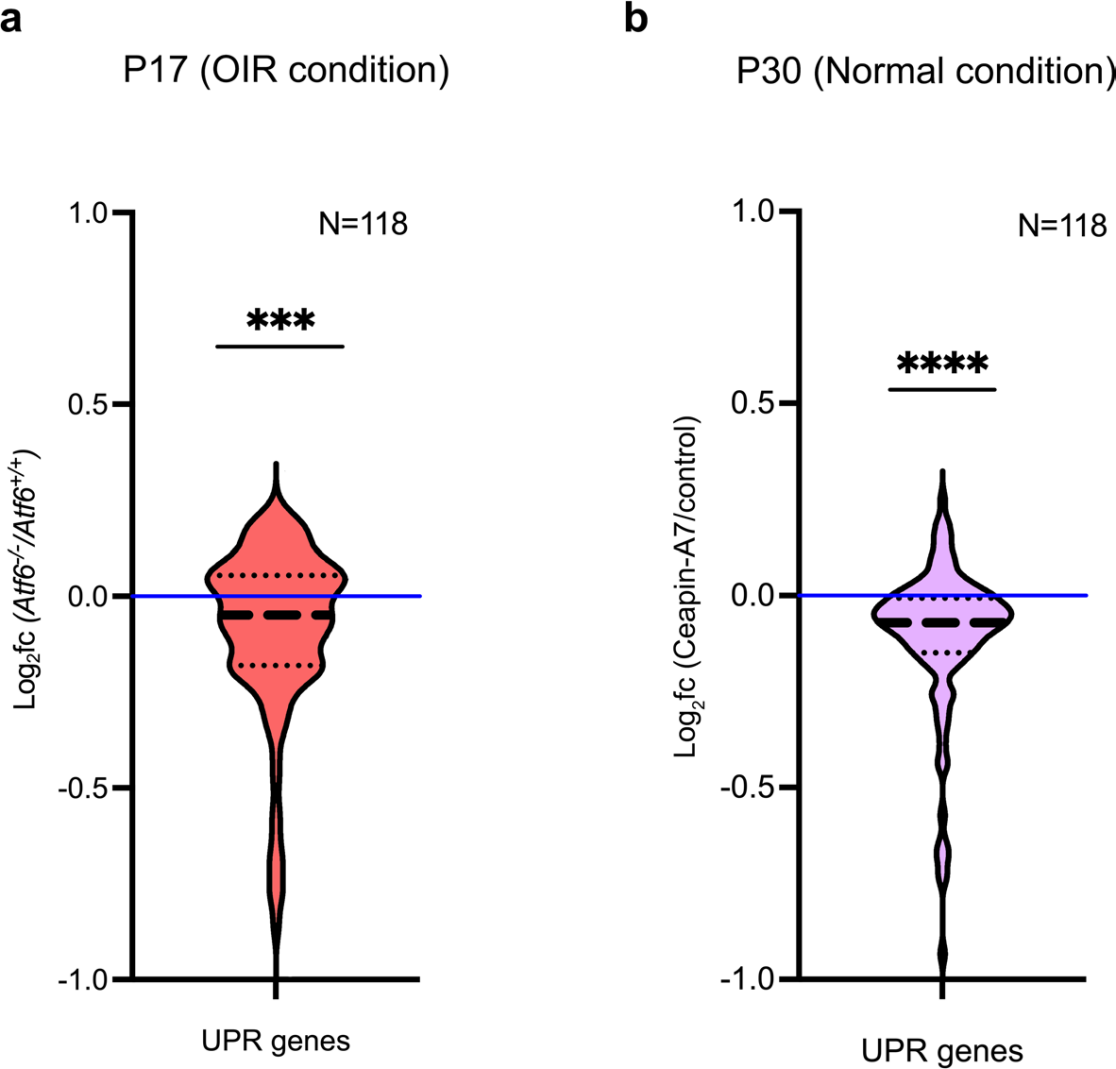
Genetic or chemical Atf6 inactivation downregulated UPR-regulated gene set. **(a)** Violin plot shows expression levels of 118 UPR-regulated genes in P17 *Atf6*^*−/−*^ OIR retina RNA-Seq transcriptomes. Expression levels are shown as log_2_fold change compared to *Atf6*^*+/+*^ OIR retinas (red violin plot, ***p ≤ 0.001, *Two-Tailed Wilcoxon Signed Rank Test*, *n* = 5/group). The complete UPR gene set is shown in Supplemental Table 5. **(b)** Violin plot shows expression levels of 118 UPR-regulated genes in wild-type P30 retinas treated with Ceapin-A7, 24 h post-injection. The thick dashed line indicates the median log_2_(fold change), the thin dotted lines indicate the top and bottom quartiles, and the blue line indicates 1x fold change (purple violin plot, ****p ≤ 0.0001, *Two-Tailed Wilcoxon Signed Rank Test*, *n* = 5/group; Supplemental Table 7).

To further test if UPR gene expression was disrupted by loss of Atf6, we chemically inhibited Atf6 using the small molecule Ceapin-A7^61^. Intravitreal injections of Ceapin-A7 were performed on P30 *Atf6*^+/+^ mice, and bulk RNA-Seq transcriptomes were analyzed from saline-treated and Ceapin-A7-treated retinas 24 h post-injection. This design allowed us to isolate direct molecular effects of Atf6 inhibition without the confounding variables present in the OIR model, such as fluctuating oxygen levels and active neovascular remodeling. 

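The injected mice were P30 wildtype mice, and 5 retinas given Ceapin-A7 and 5 given saline made up the 2 groups. Ceapin-A7, the small molecule the paper uses to inhibit Atf6, was injected at 10 µM in 1 µL, and the retinas were collected 24 h later. The paper gives the DMSO in the injected solutions as 0.01% for Ceapin-A7 and 0.05% for saline. By these values the vehicle differed between the 2 groups. The sample labels give 0.05 to 0.1% and name dimethyl sulfide. Libraries, sequencing and the making of FPKM were as for the OIR retinas. The deposited table lists 19102 genes, FPKM summed to between 410599 and 431118 per library, and between 2306 and 2619 genes per library were listed at 0. Low values lay near whole multiples in 82.4% of cases, again with no chance share beside this. From the steps of 31 to 46 low genes per library, Ceapin-A7-treated replicate 3 had a relative depth of 0.692, and the other libraries had one of 1.0. The median-of-ratios factors lay between 0.980 and 1.02. The 15408 genes with a mean FPKM above 0.1 were compared between the 2 groups with the same limma and permutation tests, in a fit of their own. No sequencing batch or date is named for these libraries either.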

We identified 15,417 (expression > 0.1 FPKM) transcripts expressed in Ceapin-A7-treated retinas (Supplemental Table 6). Similarly to our findings in the *Atf6*^−/−^ mice retinas collected after OIR, the expression levels of the UPR genes (*n* = 118, Supplemental Table 7) were significantly downregulated in Ceapin-A7-treated versus saline-treated retinas (purple violin plot, ****p ≤ 0.0001, *Two-Tailed Wilcoxon Signed Rank Test*, *n* = 5/group; Fig. 4b). 

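*Atf6* was 16.3 ± 0.984 FPKM (SD, n = 5) in saline-treated and 16.4 ± 0.601 FPKM (SD, n = 5) in Ceapin-A7-treated retinas, a log2 fold change of 0.01 (standard error 0.05, adjusted p = 0.950 from limma), whose sign changed with the scaling and with the library left out. No gene had an adjusted p under 0.05, while 1596 genes had an unadjusted p of 0.05 or less. Of these, 776 were higher after Ceapin-A7, which is 48.6%. This share depended on the scaling, at 884 of 1539 genes (57.4%) with the FPKM as deposited and 457 of 1704 (26.8%) after rescaling to TPM. On rescaled log2 values, the groups did not overlap for 227 genes, 1.47% of those tested, where chance gives 0.79%. A single fit of all 20 libraries was the only alternative to call a gene at an adjusted p under 0.05, *Gm4963*, with a log2 fold change of −1.20; this gene was singled out after its values were seen.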

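Of the 118 UPR genes, 117 had a mean FPKM above 0.1 in these libraries. Their median log2 fold change, Ceapin-A7-treated against saline-treated, was −0.063, with 91 genes lower and 26 higher. The two-tailed Wilcoxon signed-rank test across genes, which are not independent replicates, gave p = 4.17e-10 (n = 117 genes). With the library as the unit, the exact two-sided permutation test of the set scores gave p = 0.119, and 0.222 after adjustment over the 7 set tests. The scores were 7e-04, −0.030, −0.039, 0.091 and 0.089 in saline-treated replicates 1 to 5, and −0.056, −0.045, −0.0072, −0.021 and −0.037 in Ceapin-A7-treated replicates 1 to 5. Of the saline-treated libraries, 3 scored above every Ceapin-A7-treated library. The p from camera was 2.04e-05 with the preset correlation, 0.0886 with an estimated correlation and 0.0578 with fry. Without saline-treated replicate 2, the median was −0.069 with an exact permutation p of 0.0238, and without saline-treated replicate 3 it was −0.078 with 0.0318. These libraries had the lowest scores of the saline-treated group, and without saline-treated replicate 5 the median was −0.043. In the panel, 14 genes were called at an unadjusted p of 0.05 or less, 4 higher and 10 lower, and 0 were called when adjusted over the list alone.

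**Figure D3:**
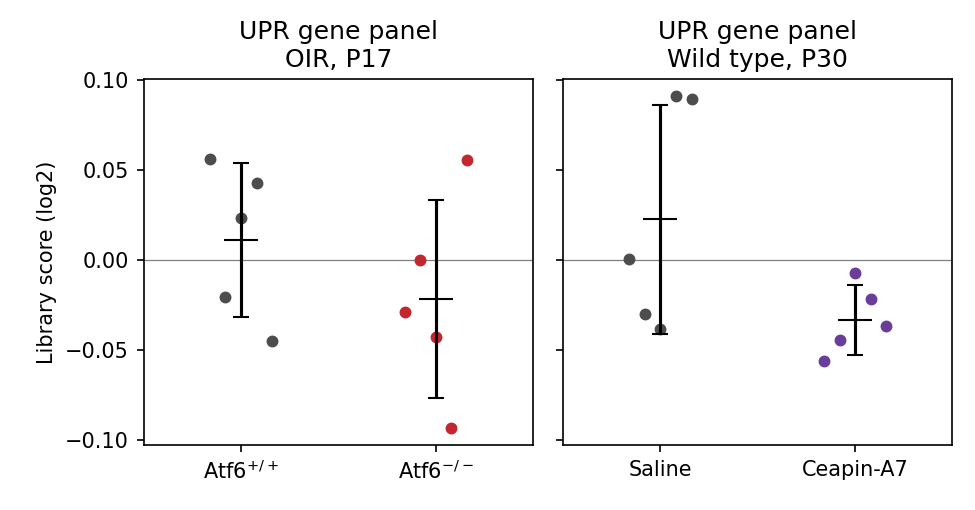
Library scores (vertical axis, median over the genes of centred log2(FPKM + 0.1)) of the UPR gene panel in the OIR libraries and in the saline-treated and Ceapin-A7-treated libraries, with each point 1 library and the lines the mean ± SD (n = 5). The saline-treated libraries lie between −0.039 and 0.091, and the Ceapin-A7-treated libraries between −0.056 and −0.0072.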

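Of the 117 UPR genes measured in both experiments, 59 were lower both in *Atf6*-/- OIR retinas and after Ceapin-A7. Across these genes, which are not independent replicates, the log2 fold changes of the 2 experiments had a Spearman correlation of 0.549. After Ceapin-A7, *Atf3* and *Pdia6* were among the genes of the panel with the smallest unadjusted p, with log2 fold changes of −1.31 and −0.13 (adjusted p = 0.472 for each from limma). *Atf3* ranged from 4.86 to 28.56 FPKM in the saline-treated and from 3.18 to 5.47 FPKM in the Ceapin-A7-treated libraries. *Atf4* ranged from 197.77 to 355.93 FPKM in the saline-treated and from 205.63 to 225.83 FPKM in the Ceapin-A7-treated libraries, and its log2 fold change of −0.23 (adjusted p = 0.539 from limma) became −0.11 without saline-treated replicate 5. The log2 fold change was −0.10 for *Hspa5*, −0.12 for *Xbp1*, −0.15 for *Ern1*, which was highest in Ceapin-A7-treated replicate 1 among the treated libraries, and −0.063 for *Eif2ak3*. Without saline-treated replicate 5, *Hspa5* changed by −0.012 and *Xbp1* by −0.015, and without saline-treated replicate 4, *Ern1* changed by −0.0996 and *Eif2ak3* by −0.028. For *Vegfa* and *Hif1a* it was −0.084 and −0.014, and both changed sign when single libraries were left out. All 16 genes in the list of ATF6 targets were lower after Ceapin-A7, with a median of −0.080 (exact permutation p = 0.159). From the lower UPR panel in both experiments, the paper concludes that inhibition of Atf6 lowers the expression of UPR genes. It takes this as support that a diminished UPR transcriptional response causes the reduced neovascularization of *Atf6*-/- OIR mice.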

Our results indicate that either genetic or chemical inhibition of Atf6 led to a downregulation of UPR genes relative to controls, in OIR and in normal conditions. These findings support that the reduced retinal neovascularization observed in *Atf6*^−/−^ mice under OIR conditions is caused by a diminished UPR transcriptional response.

### Early retinal angiogenesis is delayed in *Atf6*^−/−^ mice

During early retinal development in mice (P0-P7), physiologic hypoxia in the eye triggers the formation of new retinal blood vessels, emerging from the optic nerve head and extending from the central to the peripheral retina^4,6^. As these new vessels form and alleviate hypoxia, vascular growth continues radially toward the retinal periphery^7^. Since Atf6 deficiency suppressed neovascularization in the pathologic OIR model, we investigated if Atf6 loss also affects physiologic hypoxia-driven retinal vascular development during this early postnatal period. To address this, we analyzed retinal vasculature in *Atf6*^*+/+*^ and *Atf6*^*−/−*^ mice at P3, P7, P10, and P14. These time points were selected to capture key phases of retinal angiogenesis^62^. At P3, the superficial vascular network begins to form as a dense, immature plexus with active sprouting at the leading edge. By P7, the superficial network is expanding toward the peripheral retina and vertical sprouting from superficial veins into the deep retinal layers begins to initiate, marking the onset of vascular stratification. P10 represents a phase of active vertical sprouting and further elaboration of the intermediate and deep vascular layers, while capillary sprouting and remodeling continue within the superficial plexus. By P14, the vascular network reaches near-maximum complexity, with established layers and ongoing remodeling. These four time points represent a continuum from initial plexus formation (P3) through onset and regulation of stratification (P7-P10) to late-stage vascular maturation (P14)^62^. This developmental timeline provides a framework to assess how Atf6 influences each stage of retinal angiogenesis.

Retinal wholemounts at these representative timepoints were stained with IB4 to visualize vascular growth (Fig. 5a). At P3, blood vessels were visible around the optic nerve head. By P7, these vessels had expanded into a visible network and reached the retinal periphery by P10 in *Atf6*^*+/+*^ retinas. In contrast, *Atf6*^*−/−*^ retinas showed reduced vascular coverage at P7, but this difference resolved by P10, with no significant difference in vascular fraction from controls at P10 and P14. This is consistent with our prior findings that showed no vascular differences in *Atf6*^*−/−*^ mice at older ages^38^. While the total retinal area was similar between *Atf6*^*+/+*^ and *Atf6*^*−/−*^ retinas at all time points (Fig. 5b), the vascular fraction was significantly reduced in *Atf6*^*−/−*^ retinas at P7 (*p < 0.05, *two-way ANOVA*; Fig. 5c), indicating a transient delay in the radial development of superficial vasculature during this period of developmental hypoxia-driven retinal angiogenesis.

**Fig. 5:**
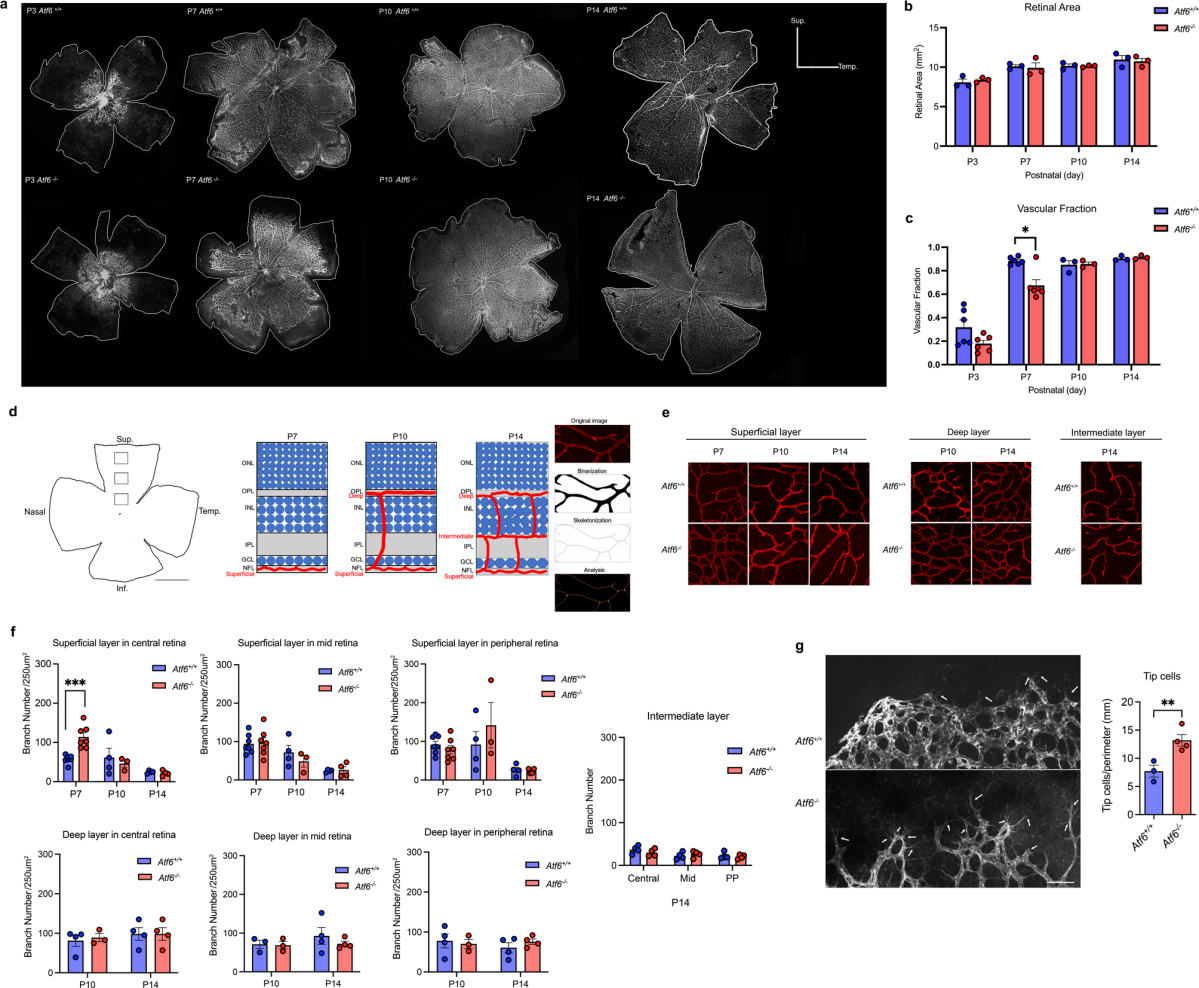
Early retinal angiogenesis is delayed in *Atf6*^−/−^ mice. **(a**) Wholemounts of *Atf6*^*+/+*^ and *Atf6*^*−/−*^ mice at P3, P7, P10, and P14 labeled with IB4 to visualize vasculature. Retina area is outlined. **(b)** Retina area did not differ significantly between *Atf6*^*+/+*^ and *Atf6*^*−/−*^ retinas at P3, P7, P10, and P14 (data represent mean ± SEM, *p* > 0.05, *two-way ANOVA*, *n* = 3/group). **(c)** Vascular fraction was significantly reduced in *Atf6*^*−/−*^ retinas compared to *Atf6*^*+/+*^ retinas at P7 (*n* = 6/group) but showed no significant difference at P3 (*n* = 6/group) or P10 and P14 (*n* = 3/group) (data represent mean ± SEM, *p < 0.05, *two-way ANOVA*). **(d)** Wholemounts were analyzed for branch number in fields from central (250 μm away from the optic disc), mid-peripheral (750 μm away from the optic disc), and peripheral (1.25 mm away from the optic disc) regions (black boxes, 250 μm x 250 μm) in the superior region (left). Schematic of vascular plexus development (center). ImageJ (FIJI) quantification workflow (right). **(e)** Confocal microscopy images of IB4-stained wholemounts at P7 (superficial layer), P10 (superficial and deep layers), and P14 (superficial, deep, and intermediate layer) in *Atf6*^*+/+*^ and *Atf6*^*−/−*^ retinas. **(f)** Branch counts in the superficial layer at P7, P10, and P14. At P7, branch number is significantly greater in the central retina of *Atf6*^*−/−*^ mice compared to *Atf6*^*+/+*^ mice (data represent mean ± SEM, *p < 0.01, *two-way ANOVA*, *n* = 7/group). At P10 and P14, no differences in the central retina (data represent mean ± SEM, *p* > 0.05, *two-way ANOVA*, *n* = 3–4/group). Mid-peripheral and peripheral regions showed no differences at any time points (P7, *n* = 7/group; P10 and P14, *n* = 3–4/group). Branch numbers in the deep layer at P10 and P14 and the intermediate layer at P14 showed no differences between groups. (**g)** Representative images of endothelial tip cells at P7 in *Atf6*^*+/+*^ and *Atf6*^*−/−*^ retinas labeled with IB4 (left). Tip cell number is significantly greater in *Atf6*^*−/−*^ retinas (right, data represent mean ± SEM, *p < 0.05, *Student’s t-test*, *n* = 3–4/group). *Sup.* superior; *temp.* temporal; *inf.* Inferior. Scale bar = 1 mm (A); 1 mm (D); 50 μm (E); 50 μm (G).

Next, we examined the morphology and architecture of the developing blood vessels in more detail at P7 when we found reduced angiogenesis. We quantified vascular branch density in both the superficial and deep retinal layers. Branch density was measured in retinal areas of 250 μm x 250 μm located 250 μm (central), 750 μm (mid-peripheral), and 1250 μm (peripheral) from the optic disc (Fig. 5d). Superficial vasculature was imaged at P7, P10, and P14; deep layer vasculature at P10 and P14; and the intermediate layer at P14, when the plexus becomes more clearly visualized and distinguishable (Fig. 5e). At P7, branch density in the central retina was significantly higher in *Atf6*^*−/−*^ retinas compared to *Atf6*^*+/+*^ retinas, suggesting reduced branch pruning in the absence of Atf6 (***p < 0.001, *two-way ANOVA*; Fig. 5f). In contrast, no significant difference in branch density was observed in the mid-peripheral and peripheral superficial retina between genotypes at P7. By P10, branch pruning had normalized between the two genotypes. In the deep retinal layer, branch density did not differ significantly between genotypes at either P10 or P14 in central, mid-peripheral, or peripheral retina. Similarly, in the intermediate layer, imaged at P14 when it becomes morphologically distinct, branch density remained comparable across all regions between *Atf6*^+/+^ vs. *Atf6*^−/−^ retinas (Fig. 5f). Finally, we quantified tip cells, which are essential for angiogenesis due to their role in VEGF signaling^63–66^. In the *Atf6*^*+/+*^ retinas at P7, the vascular front at the periphery appeared smoother with fewer long filopodia observed along the leading edge. In contrast, *Atf6*^*−/−*^ retinas at P7 exhibited many long filopodia at the leading edge, indicating active sprouting and tip cell formation (Fig. 5g, left). Moreover, the number of tip cells was significantly higher in the *Atf6*^*−/−*^ retinas compared to the *Atf6*^*+/+*^ retinas (**p < 0.01, *Student’s t-test*; Fig. 5g, right). These results identify defects in retinal blood vessel pruning, branching, morphology, and tip cell numbers that underlie a transient delay in retinal angiogenesis seen in *Atf6*^*−/−*^ retinas during early development.

## Discussion

In this study, we explored the role of ATF6 in retinal neovascularization using the OIR model, hypothesizing that ATF6 drives pathological angiogenesis. Hypoxia, a known trigger for neovascularization, activates UPR pathways like IRE1, PERK, and ATF6, which in turn elevate factors like VEGF to promote angiogenesis. Here, we demonstrate that Atf6-deficient mice exhibit reduced blood vessel formation and significantly improved visual function post-hypoxia. Our RNA-Seq analysis showed significant downregulation of angiogenesis-related gene sets in *Atf6*^−/−^ retinas, along with fewer proliferating endothelial cells, suggesting that ATF6 selectively mediates neovascularization.

UPR signaling, such as through ATF6, induces angiogenesis regulators like VEGF, linking ER stress to neovascularization^18,29,30^. Interestingly, VEGF can also increase unfolded proteins in the ER, further activating the UPR^67^. In our study, *Atf6*^−/−^ mice showed resistance to neovascularization post-hypoxia, likely due to decreased endothelial cell proliferation. This reduction was accompanied by downregulation of angiogenesis-related gene sets, including endothelial cell proliferation, endothelial cell differentiation, regulation of blood vessel endothelial cell migration, and regulation of angiogenesis, in the hypoxic retinas of *Atf6*^−/−^ mice. These findings align with prior reports that ATF6 directly regulates VEGF transcription by binding to its promoter and stabilizes VEGF protein to prevent its degradation^23,29^. Additionally, loss of ATF6 may alter oxidative stress responses, potentially affecting ROS-mediated signaling pathways such as HIF-1α stabilization, which is critical for VEGF induction under hypoxia^41^. These findings suggest that ATF6 deficiency not only suppresses VEGF but also disrupts the oxidative stress-mediated angiogenic response in the OIR model. This highlights ATF6’s multifaceted role in the retinal response to oxidative stress and neovascularization, making it an attractive therapeutic target for conditions involving abnormal blood vessel growth.

Our findings identify a role for ATF6 in early retinal vascular development, as evidenced by delayed angiogenesis and reduced pruning in *Atf6*^−/−^ mice at P7. Specifically, we observed delayed outgrowth of the radial superficial vascular plexus and increased branch density in the central retina, suggesting a shift in vessel remodeling dynamics. Pruning in hyperoxic regions is essential for transforming the primitive vascular network into a mature, organized structure^6^. In *Atf6*^+/+^ retinas, the vascular front at P7 appeared smooth, with fewer filopodia, reflecting advanced maturation. In contrast, *Atf6*^−/−^ retinas exhibited increased filopodia, indicative of active sprouting and tip cell formation. Tip cells, driven by VEGF-mediated astrocyte signaling in hypoxic regions, facilitate the radial extension of vasculature to the periphery^63–66^. These observations suggest that ATF6 is important for balancing vascular sprouting and pruning, possibly through modulation of VEGF signaling or other angiogenic pathways. Notably, the developmental delay in angiogenesis observed in *Atf6*^−/−^ mice was transient, with normal vascular formation restored by P10. This suggests the presence of compensatory mechanisms that mitigate the absence of ATF6 during retinal vascular development. One explanation for the initial delay lies in ATF6’s established role in promoting mesoderm formation and differentiation into vascular tissues. Studies have shown that loss-of-function mutations in ATF6 reduce mesodermal marker expression in patient-derived stem cells, indicating a direct influence of ATF6 on early vascular development^33^. However, the restoration of vascularization at later stages is likely due to compensatory mechanisms involving other branches of the UPR. For example, the IRE1 pathway activates stress-response genes that support cell survival and adaptation, and its functional overlap with ATF6 may help offset the loss of ATF6^36,68,69^. IRE1 has also been shown to regulate angiogenic factors, such as VEGF and HIF-1α, by splicing XBP1 mRNA, promoting endothelial cell proliferation and survival under hypoxic conditions^15,23,70,71^. The essential role of IRE1/XBP1 in development is evident in *Xbp-1s*^−/−^ and *Ire1α*^−/−^ mice, which exhibit severe defects and die early in embryogenesis^72,73^. Similarly, *Perk*^−/−^ mice develop skeletal dysplasia at birth, experience postnatal growth retardation, and typically die within four weeks^74,75^. In contrast, adult *Atf6*^−/−^ mice maintain normal retinal vasculature and visual function under standard conditions until late in life^38^. These findings of the various UPR gene knockout mice show that ATF6 ablation causes the least systemic toxicity among the three UPR branches, supporting ATF6 inhibition as a promising, low-toxicity strategy for suppressing pathological neovascularization.

To assess changes in photoreceptor function in *Atf6*^−/−^ mice with OIR, we utilized ERG. Previous studies in rat OIR models^76–78^ and patients with retinopathy of prematurity (ROP)^79,80^ have reported retinal dysfunction, often implicating impaired photoreceptor function due to pathological neovascularization. In our study, *Atf6*^−/−^ OIR mice exhibited increased amplitudes in both scotopic and photopic a- and b-wave ERG responses, suggesting enhanced photoreceptor function compared to *Atf6*^+/+^ OIR mice. The typical reduction in visual response amplitude in OIR is often attributed to dysregulation in photoreceptor outer segment membrane channels, which has been linked to reduced outer segment length^81^. Interestingly, despite the enhanced ERG amplitudes in *Atf6*^−/−^ mice, the outer nuclear layer (ONL) thickness remained comparable between *Atf6*^+/+^ and *Atf6*^−/−^ OIR retinas. This finding aligns with preserved ONL thickness observed in some previous OIR mouse models^81,82^ but retinal thinning has also been observed in some OIR mouse and rat models^80,83–85^. These results suggest that the increase in scotopic and photopic b-wave amplitudes in *Atf6*^−/−^ mice is not due to differences in thickness in ONL but rather reflects functional preservation of the photoreceptors. Gene expression analysis further revealed upregulation of the sensory perception of light stimulus, response to light stimulus, and detection of light stimulus gene sets in *Atf6*^−/−^ OIR retinas. While we did not directly measure photoreceptor outer segment length, the functional data suggest that photoreceptor channels in the outer segment membrane are better preserved in *Atf6*^−/−^ OIR retinas. This preservation may be linked to reduced neovascularization, which alleviates the detrimental effects of pathological angiogenesis on photoreceptor function. These findings highlight a potential protective role of ATF6 inhibition in mitigating angiogenesis-associated photoreceptor dysfunction.

Our findings support that UPR inhibition, demonstrated with *Atf6*^−/−^ mice and the ATF6-specific inhibitor Ceapin-A7, holds promise as a therapeutic strategy for diseases linked to neovascularization. In *Atf6*^−/−^ mice, pathological neovascularization was significantly reduced, accompanied by downregulation of UPR-related genes. Similarly, intravitreal injections of Ceapin-A7 in P30 *Atf6*^+/+^ mice led to reduced expression of UPR-related genes. These findings suggest that ATF6 inhibition directly suppresses ER stress pathways that support pathological angiogenesis, particularly under hypoxic conditions. This mechanism aligns with evidence from oncology, where preclinical studies have demonstrated the critical roles of PERK and IRE1 in promoting tumor angiogenesis^16^. These insights have driven early-phase clinical trials (https://clinicaltrials.gov) exploring anti-IRE1 (NCT03950570) and anti-PERK (NCT04834778) compounds as potential cancer therapies^86,87^. The observed reduction in UPR-related gene expression may reflect a disruption of pro-angiogenic signaling and a dampened ER stress response in disease conditions, contributing to the observed reduction in neovascularization and preservation of retinal function.

Our study shows that genetic ATF6 inhibition preserves visual function and reduces neovascularization, but further research is needed to evaluate its therapeutic potential. Key steps include evaluating the ocular safety and potency of compounds that inhibit ATF6 or UPR and optimizing their delivery to the retina. If ATF6-targeting approaches prove effective in preserving vision and reducing neovascularization, they could lead to novel treatments for blinding retinal diseases.

## Materials and methods

### Animals

*Atf6*-knockout (*Atf6*^*−/−*^) mice were originally generated by the Kaufman laboratory^35^ and provided directly by Dr. Randal J. Kaufman. We have maintained and bred this line in our laboratory and used it in multiple previously published studies^36–38^. Wildtype (*Atf6*^*+/+*^) and *Atf6*^*−/−*^ mice on a pure C57BL/6J (B6J) background were used for the experiments. Both male and female animals were studied at postnatal (P) days 3, 7, 10, 12, 14, 17, 20, and 30. All animals were maintained in a specific pathogen-free (SPF) facility with unrestricted access to food and water and maintained under a 12-hour light/dark cycle. Mice were obtained from at least three different litters derived from separate breeding pairs to minimize litter-specific effects. Within each genotype, pups were randomly selected and assigned to experimental or control groups to ensure balanced representation across litters. Inclusion criteria consisted of genotyped *Atf6*^*+/+*^ and *Atf6*^*−/−*^ mice of both sexes on a C57BL/6J background with no baseline ocular abnormalities. Mice exhibiting developmental defects or signs of systemic illness were excluded prior to experimental allocation. Investigators responsible for outcome assessments and data analysis were blinded to both genotype and treatment group to reduce potential bias. Mouse husbandry and experimental procedures were approved by and conducted strictly according to the relevant guidelines and regulations of the Institutional Animal Care and Use Committee at Stanford University, Veterans Affairs Palo Alto Health Care System (Palo Alto, CA), and EyeCRO (Oklahoma City, OK) in compliance with the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research and the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines.

### Oxygen-induced retinopathy

The oxygen-induced retinopathy (OIR) protocol was induced in *Atf6*^*+/+*^ and *Atf6*^*−/−*^ mice as previously described^14,44^. Briefly, at P7, mouse pups of both sexes and their nursing mothers were placed in an environment with 75% oxygen (hyperoxia) for five consecutive days. They were then returned to room air at P12. Retinas were collected at P12 (end of hyperoxia), P17 (peak of neovascularization), and P20 (regression phase of neovascularization)^5,14,44^.

### Administration of Ceapin-A7 (Atf6 inhibitor)

Intravitreal injections in mice were conducted under anesthesia induced by intraperitoneal injection of ketamine (80–90 mg/kg; KETASET, Fort Dodge, IA, USA) and xylazine (5–10 mg/kg; X-Ject SA, Butler, Dublin, OH, USA). Ceapin-A7 was obtained from Sigma-Aldrich (St. Louis, MO, United States) and prepared at a concentration of 10 µM dissolved in sterile-filtered saline containing 0.01% dimethyl sulfoxide (DMSO). A volume of 1 µL of Ceapin-A7 was administered via intravitreal injection using a Hamilton syringe with a 33-gauge needle (Sigma-Aldrich Corp.). For the Ceapin-A7-treated group, both eyes of each animal were intravitreally injected with Ceapin-A7 at P30. In the control group, both eyes of each animal were intravitreally injected with 1 µL of saline containing 0.05% DMSO at P30. After injection, veterinary ophthalmic antibacterial ointment was administered to prevent infection and corneal drying. Retinas were collected 24 h post-injection for RNA-Seq analysis.

### Retina tissue preparation

Mice were anesthetized via intraperitoneal injection of ketamine (80–90 mg/kg; KETASET, Fort Dodge, IA, USA) and xylazine (5–10 mg/kg; X-Ject SA, Butler, Dublin, OH, USA). Retinal tissue was collected from the enucleated eyes at postnatal days P3, P7, P10, P12, P14, P17, P20, and P30. Following enucleation, the animals were euthanized by administering an overdose of Euthasol (200 mg/kg, Virbac Corporation, Fort Worth, TX, USA), with cervical dislocation performed as a secondary method. The cornea and lens were removed, and eyecups were fixed in 4% paraformaldehyde prepared in 0.1 M phosphate buffer (PB) for 60 min at 4°C. Post-fixation, the eyecups were transferred to 30% sucrose solution overnight at 4°C. Subsequently, the eyecups were embedded in Optimal Cutting Temperature (OCT) medium (Tissue-Tek, Elkhart, IN, USA), frozen using liquid nitrogen, and sectioned along the vertical meridian using a Leica cryostat (Leica Biosystems Inc, Buffalo Grove, IL, USA) to a thickness of 15 μm. The 15-µm-thick retinal sections were collected and mounted on Superfrost Plus slides (Fisher Scientific). For wholemount retinal preparation, retinas were carefully dissected from fixed eyecups. The ciliary body was retained during dissection to ensure the entire peripheral retina was preserved for complete area analysis. Retinas were then flattened for staining.

### Immunohistochemistry

For immunohistochemistry, 15-µm-thick cryostat sections were incubated in normal donkey serum (NDS) (Jackson ImmunoResearch Laboratories, Inc., West Grove, PA, USA) for 1 h at room temperature. Following this, the sections were incubated overnight at 4°C with primary antibodies: Alexa Fluor™ 568 conjugate Isolectin GS-IB4 (Thermo Fisher Scientific, Waltham, MA, #121412, dilution 1:1000), Alexa Fluor™ 594 conjugate Isolectin GS-IB4 (Thermo Fisher Scientific, Waltham, MA, #121413, dilution 1:1000), rabbit polyclonal antibody against ERG (Abcam, Cambridge, UK, ab92513, dilution 1:200), and Alexa Fluor™ 488 conjugate Ki-67 (Thermo Fisher Scientific, Waltham, MA, #53-5698-82, dilution 1:1000). After primary antibody incubation, sections were either washed with 0.1 M phosphate buffer (PB) (for those with conjugated antibodies) or incubated for 2 h at room temperature with Cy3-conjugated donkey anti-rabbit IgG (Jackson ImmunoResearch Laboratories, dilution 1:500). For triple-label studies, sections were incubated overnight with a mixture of primary antibodies followed by a 2-hour incubation with the secondary antibody. The sections were then washed for 30 min with 0.1 M PB, cover-slipped with VECTASHIELD HardSet™ Antifade Mounting Medium with DAPI (Vector Laboratories, Newark, CA, #H-1000-10), and analyzed using a Nikon A1R confocal microscope (Nikon, NY, USA). Immunofluorescence images were processed using Nikon NIS Elements and ImageJ (National Institutes of Health, imagej.net). The brightness and contrast of the images were adjusted using Adobe Photoshop 7.0 (Adobe Systems, Inc., San Jose, CA, USA). Wholemount immunostaining was conducted in the same manner except that the incubation times with the primary antibodies were extended to 2 nights.

### RNA sequencing

RNA sequencing was carried out as described in previous studies^55,88^. A sample size of five whole retinas each from P17 *Atf6*^*+/+*^ OIR, P17 *Atf6*^*−/−*^ OIR, P30 wildtype saline-treated, and P30 wildtype Ceapin-A7-treated mice were collected, and RNA was extracted according to the manufacturer’s instructions. BGI’s Eukaryotic Strand-specific Transcriptome Resequencing service (http://biosys.bgi.com) performed the RNA sequencing, utilizing the DNBSEQ stranded mRNA library to produce paired-end 100 bp reads, achieving 30 million reads per sample. The sequencing reads were aligned to the Mus_musculus_GCF_000001635.27_GRCm39 genome using HISAT2 alignment software (v2.0.4). Gene expression levels and normalized reads in FPKM were quantified using RSEM software (v1.2.18)^89^. Differential expression analysis between *Atf6*^+/+^ and *Atf6*^−/−^ OIR retinas, as well as between saline-treated and Ceapin-A7-treated retinas, was conducted using the DESeq2 package (v1.4.5)^90^.

### Functional enrichment analysis

Functional enrichment analysis was performed using g:Profiler (https://biit.cs.ut.ee/gprofiler/), focusing on Gene Ontology (GO) terms in the Biological Process category. Input genes were selected from RNA-Seq data based on significant differential expression between *Atf6*^*+/+*^ and *Atf6*^*−/−*^ OIR retinas (log_2_fold change, p *≤* 0.05, expression > 0.1 FPKM), resulting in 2,096 differentially expressed genes (DEGs) from an initial pool of 15,524. As an alternative approach, Gene Set Enrichment Analysis (GSEA) software (https://www.broadinstitute.org/gsea/) was also used. Pre-ranked gene lists, ordered by expression relative to wild-type controls, were analyzed using the GO reference database with weighted scoring. GSEA enrichment plots were generated to visualize pathway-level changes.

### Electroretinogram

Full-field electroretinogram (ERG) analyses were conducted using an Espion system (Diagnosys, Lowell, MA, USA). Following a minimum of 12 h of dark adaptation, the animals were anesthetized with an intraperitoneal injection of ketamine (80–90 mg/kg; KETASET, Fort Dodge, IA, USA) and xylazine (5–10 mg/kg; X-Ject SA, Butler, Dublin, OH, USA). Under dim red light, Proparacaine HCL Ophthalmic Solution (0.5%; Bausch and Lomb, Bridgewater, NJ, USA) was applied as a local anesthetic to the pupils. Subsequently, Tropicamide Ophthalmic (1%; Bausch and Lomb, Bridgewater, NJ, USA) and Phenylephrine HCL Ophthalmic Solution (10%; AKORN, Lake Forest, IL, USA) were administered as a cycloplegic agent and a dilator, respectively. For scotopic response assessment, the dark-adapted, dilated eyes were exposed to a stimulus intensity of 40 (S) cd.s/m². To evaluate the photopic response, the animals were light-adapted for 7 min before a strobe flash with an intensity of 10 (S) cd.s/m² was presented to the dilated eyes. Fifteen repeated flashes were averaged to obtain the final waveform, with the photopic b-wave amplitude measured from the a-wave trough to the b-wave peak.

### Quantification of retinal vasculature in OIR

Vaso-obliteration was assessed by outlining the central avascular area and total retinal area using the Polygonal Lasso tool in Photoshop (Adobe Systems, San Jose, CA) and expressed as the central avascular area in relation to the total retinal area (% avascular area) at P12, P17, and P20. For neovascularization, individual neovascular tufts and clusters were outlined with a white dotted line using the same software at P17 and P20, and the total neovascular area was expressed in relation to the total retinal area (% neovascular area). Wholemount images were imported into NIH’s ImageJ software (National Institutes of Health, Bethesda, MD; available at http://rsb.info.nih.gov/ij/index.html) for quantification and retinal area measurement^5,14^.

To quantify proliferating endothelial cells in the *Atf6*^+/+^ and *Atf6*^−/−^ OIR mice, retinas were examined to compare Ki-67-immunoreactive cells (a marker for proliferating cells)^91^ in ERG-positive cells (an endothelial cell marker)^92,93^ within IB4-immunoreactive blood vessels. Two regions, each located 500 μm away from the optic disc, were selected from each retina for measurement. At these locations, serial optical sections were imaged by confocal microscopy. Every Ki-67-immunoreactive cell within the ERG-immunoreactive region of the blood vessels was counted by assessing its colocalization with IB4 immunoreactivity.

### Quantification of retinal vasculature in early development

The retinal areas of wholemount retinas from *Atf6*^+/+^ and *Atf6*^−/−^ mice were measured at P3, P7, P10, and P14 using ImageJ software (National Institutes of Health, Bethesda, MD). To evaluate the vascular fraction, the vascular area and the total retinal area were outlined using the Polygonal Lasso tool in Photoshop (Adobe Systems, San Jose, CA), and the vascular area was expressed as a ratio to the total retinal area at P3, P7, P10, and P14.

High-resolution images of retinal wholemounts stained with IB4 were used to analyze the number of vascular branches. Three fields of 175 μm × 175 μm were sampled from the central (250 μm away from the optic disc), mid-peripheral (750 μm away from the optic disc), and peripheral (1.25 mm away from the optic disc) areas in the superior region of wholemount retinas. Using ImageJ, images of these areas were thresholded to create a binarized image in which the vascular area is positive and the background is negative. Binarized images were then processed into skeletons using the Skeletonize plugin, and branch numbers were quantified using the AnalyzeSkeleton plugin^94^. Endothelial tip cells were quantified along the leading edge of the developing vascular plexus using ImageJ as described in a previous study^63^.

### Measurement of outer nuclear layer (ONL) thickness

The thickness of the ONL was measured at 100 μm intervals, beginning 500 μm away from the optic disc. For each retinal section, five measurements of ONL thickness were taken, spaced approximately 100 μm apart, and averaged. Layer thickness measurements were collected from three retinas each from *Atf6*^+/+^ and *Atf6*^−/−^ mice.

### Statistical analysis

All data are expressed as mean ± standard error of the mean (SEM). A p-value of less than 0.05 was considered significant and annotated as follows: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Student’s t-test or Welch’s t-test was used to compare two group means, depending on variance equality, which was assessed by an F-test. Two-way ANOVA followed by Tukey’s multiple comparisons test was used to evaluate the effects of genotype (*Atf6*^+/+^ vs. *Atf6*^−/−^) and developmental timepoint (e.g., P12 vs. P17 or P17 vs. P20). Violin plots were generated using the log_2_(fold change) data from the RNA-Seq differential expression analysis. Differences in the expression of gene sets were evaluated for statistical significance using the Two-Tailed Wilcoxon Signed Rank Test. All statistical analyses were performed using GraphPad Prism 10 (GraphPad Software, San Diego, CA).

### Statistical power and sample size estimation

Post hoc power analyses were performed using GraphPad Prism 10 to evaluate whether the sample sizes used in the experiments provided sufficient statistical power. For each comparison, group means, 95% confidence intervals (CIs), and standardized effect sizes (Cohen’s d) were calculated. Sample size estimates required to achieve 80% power were based on unpaired t-tests (two-tailed, α = 0.05). Analyses were conducted for neovascularization and vaso-obliteration. Detailed results of these analyses are reported in the Results section.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

## Data Availability

RNA-Seq data can be accessed at the NCBI Gene Expression Omnibus (GSE292097). All additional data are included in the article and supporting information.

# Supplementary material for: Targeting ATF6 reduces pathological neovascularization and improves visual outcomes in retinal disease models
**Source:** Sci Rep. 2025 Sep 26;15:33070. doi: 10.1038/s41598-025-15393-y
**Supplement:** Supplementary file 8 — Supplementary Material 8

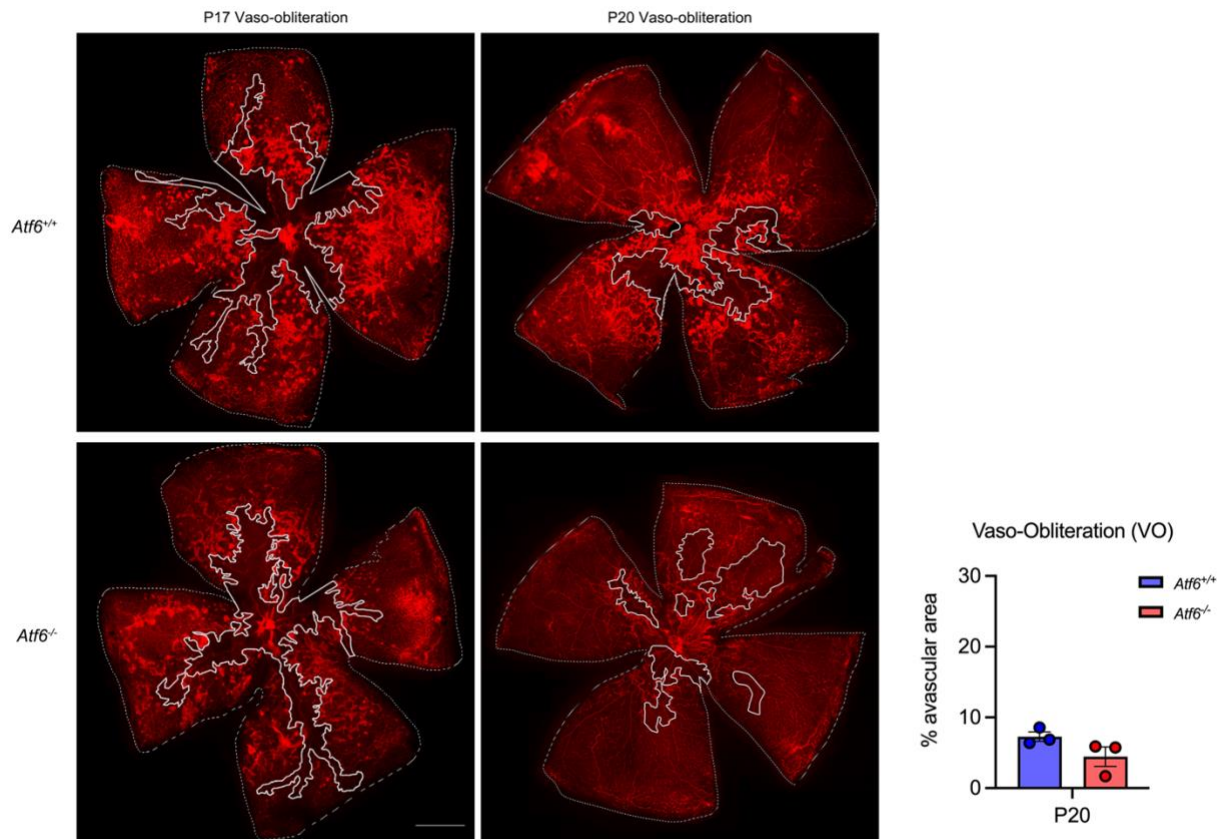

**Supplemental Figure 1. Representative flat-mounted retinal images showing avascular (vaso-obliterated) areas at P17 (left) and P20 (right) in *Atf6*<sup>+/+</sup> and *Atf6*<sup>-/-</sup> OIR retinas.** At P17, both genotypes display central avascular zones (solid white outline). By P20, avascular areas are minimal in both groups. The quantification graph shows low VO at P20 in both genotypes (*Atf6*<sup>+/+</sup> = 7.28%, *Atf6*<sup>-/-</sup> = 4.44%, n=3/group), with no statistically significant difference (Student's t-test). Total retinal area is outlined in each panel. Scale bar, 500  $\mu$ m.

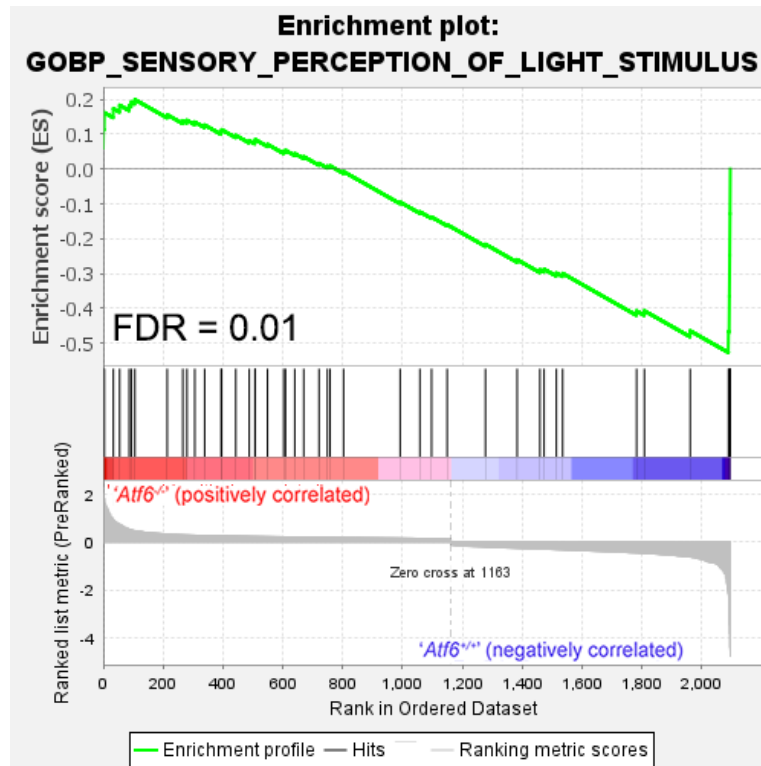

**Supplemental Figure 2. Gene Set Enrichment Analysis (GSEA) plot for the Gene Ontology term “sensory perception of light stimulus” comparing *Atf6*<sup>+/+</sup> and *Atf6*<sup>-/-</sup> OIR retina.** The enrichment score (ES) curve is shown in green (top), with a peak indicating the point of maximum enrichment. The middle panel displays vertical black lines representing the positions of genes from the gene set within the ranked gene list. The bottom panel shows the ranking metric score, with genes upregulated in *Atf6*<sup>-/-</sup> OIR retinas on the left (red, positively correlated) and downregulated genes on the right (blue, negatively correlated). False Discovery Rate (FDR) = 0.01.

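Gene Set Enrichment Analysis ranks all genes by their difference between the groups and walks down the list, raising a running sum at each gene of the set and lowering it at every other gene. The enrichment score is the largest distance of that sum from zero. A score above zero means that the set's genes lie toward the top of the ranked list, and one below zero that they lie toward its bottom. In the paper's plot, genes higher in *Atf6*-/- OIR retinas stand at the top of the list, which is drawn on the left. The test asks where the genes of a set lie in the list, whereas a signed-rank test of their log2 fold changes asks whether these are centred on zero.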

How the deposited data were processed for this re-analysis (not part of the article)

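Bulk RNA-Seq was measured in 20 libraries of whole mouse retinas, 5 in each of 4 groups: P17 *Atf6*+/+ OIR, P17 *Atf6*-/- OIR, P30 saline-treated and P30 Ceapin-A7-treated. Groups and replicate numbers were taken from the sample labels and the paper's methods, and never from the values. All FPKM columns of the deposited tables were used.

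The authors sequenced stranded mRNA libraries as paired-end reads of 100 bp. They aligned the reads to GRCm39 with HISAT2 (v2.0.4), estimated expression with RSEM (v1.2.18) and deposited FPKM values per gene to 2 decimals. For differential expression, the authors used DESeq2 (v1.4.5). No filtering of the reads was found in the text of the paper. Because the deposited values are FPKM and not counts, no count model was fitted, and no interval from counts was computed. Relative depth was read from the steps between low FPKM values, which are the value of 1 fragment for each gene, and it was 1.0 for every library except *Atf6*-/- replicate 4, at 0.961, and Ceapin-A7-treated replicate 3, at 0.692. The 2 decimals limit the precision of genes near the filter.

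Each experiment was analysed in a fit of its own 10 libraries. FPKM were divided by median-of-ratios factors, a pseudocount of 0.1 was added, and log2 values were compared for genes with a mean FPKM above 0.1, the background value the paper uses, with limma (version 3.58.1, eBayes with trend) in R (version 4.3.3). Adjusted p-values are Benjamini-Hochberg values over all genes tested in an experiment, and a gene was called at an adjusted p under 0.05. The count at an unadjusted p of 0.05 or less is given beside it, as the paper uses that threshold. Fold changes are on the log2(FPKM + 0.1) scale.

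For gene sets, the paper's lists were read from its supplement. The 4 angiogenesis-associated sets, the UPR panel and the lists fixed in advance were tested by an exact two-sided permutation test of library scores over all arrangements of the libraries. A library's score was the median over the set of log2 values centred on each gene's mean over the libraries, as fixed in the design. The Wilcoxon signed-rank test across genes, which is the paper's test, camera with a preset correlation of 0.01, camera with an estimated correlation and fry were computed beside it. For the light stimulus sets, whose copy here holds fewer genes than its headings, the same tests were computed but are not used, and only medians, counts and ranges are given. Copies of Supplemental Tables 1 and 6 hold the first 1996 and 1998 genes by p, so no enrichment was tested against them.

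Further lists of genes were fixed in advance: lens fibre, retinal pigment epithelium, endothelial, mural cell, microglia and macrophage, Muller glia, rod photoreceptor, cone photoreceptor, phototransduction, cell cycle, ATF6 targets, PERK/ATF4 targets, IRE1/XBP1 targets and immediate early genes, 14 in all. Further lens genes and further pigment epithelium genes were added later. The genes named in the text are those the paper names, up to 5 higher and 5 lower genes per experiment with the largest change among called genes with a mean FPKM of at least 1 and no overlap between the groups on rescaled log2 values, the 3 genes with the smallest p in each set, the genes at the top of Supplemental Table 1, and the lens crystallins and the genes *Rpe65*, *Rgr* and *Lrat* of Supplemental Table 4. All other genes were chosen after their values were seen, among them *Ddx3y* and the abundant genes of the lists that the closing section names, *Cryaa*, *Cryab*, *Ttr*, *Rlbp1*, *Vtn* and *Kdr*.

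The main settings, the tests of sets and the following alternatives were set before the data were examined: pseudocounts of 1 and 0.01; no filter, FPKM above 0.1 in every library, and a mean FPKM above 1; FPKM as deposited, rescaling to the same sum over the genes tested (TPM) and quantile normalization; limma without trend and with array weights; a fit of all 20 libraries; the replicate number as a block; leaving out each library in turn; and leaving out the lens fibre and retinal pigment epithelium genes. A correction for GC content, which removes each library's lowess trend (span 0.3) of log2 deviations with transcript GC content, and a fit with the Y-linked gene *Ddx3y* as a covariate were chosen after seeing the data. GC content was taken from a GRCm38 annotation by gene symbol and found for 98.4% of the genes tested in OIR and 98.6% of those tested after Ceapin-A7. That annotation also gave the order of neighbouring genes on a chromosome. No coordinates are given, because the authors aligned to GRCm39.

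The fits were tested on simulated data. Of 200 genes changed 2-fold between 5 and 5 libraries, 94.5% were called, as were 0.1% of 15394 unchanged genes. A set of 100 genes shifted by 0.3 was estimated at 0.275 with the smallest permutation p that 5 and 5 libraries can give, 0.00794, and an unshifted set had a permutation p of 0.365. Each set was drawn once. The simulated genes varied independently, whereas camera estimated correlations of 0.041 to 0.11 in the angiogenesis-associated sets and the UPR panel in OIR. The shift was also wider than the medians of those sets. The simulation therefore does not tell how the set tests perform on them. For each count of genes, 100 splits of the 10 libraries into 5 and 5, the real one among them, were fitted again. In each group of 5 libraries, a value was named as lying far from the others by Dixon's test at 1 in 20, on scaled log2 values for genes and on library scores for sets and lists. Python (version 3.11.15) with NumPy (2.4.6), pandas (2.3.3), SciPy (1.17.1) and matplotlib (3.10.9) made the tables and figures.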

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

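Of the tests in this part, those of exchanged libraries, of depth, and of the spread of pigment epithelium genes within a genotype were chosen only after the results were seen, and so was the rule by which that spread was read.

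Across 190 groups of 5 libraries, 12 values lay far from the others of their group, where chance gives 9.5, or 1 in 20. Among the *Atf6*+/+ OIR libraries, *Xbp1* was 40.23 FPKM in replicate 5 and 50.93 to 57.14 in the others. *Plac9a* was 12.88 FPKM in replicate 2 against 8.65 to 9.78, and Gm29733 was 0.21 FPKM in replicate 5 and at 0 in the others. In replicate 1, *S1pr2* was 2.73 FPKM against 1.85 to 2.07, *Cldn1* was 0.57 FPKM against 1.2 to 1.5, and the immediate early score was 0.84 against −0.088 to −0.070. Among the *Atf6*-/- OIR libraries, *Pde6d* was 104.33 FPKM in replicate 3 against 110.07 to 116.06, and *Crybg3* was 2.87 FPKM in replicate 2 against 2.93 to 3.23. The mural cell score was 0.18 in saline-treated replicate 1 against −0.21 to −0.14. Among the Ceapin-A7-treated libraries, *Ern1* was 8.77 FPKM in replicate 1 against 8.24 to 8.53, the phototransduction score was 0.15 in replicate 2 against 0.042 to 0.072, and the endothelial score was 0.21 in replicate 3 against −0.029 to 0.017. Lower depth of those libraries is argued against as a common cause, since 1 of the 12 values, the endothelial score, belongs to a library with a relative depth under 1. For that value, lower depth stays open. The *Plac9a* value could also reflect reads shared between near-identical copies, which the analysis could not decide, because 0 of the 5 annotated copies were among the genes analysed. The number of such values is near what chance gives. Animals within a group differ in no way the labels describe, so no biological explanation was tested.

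Gm29733, which the paper does not discuss, was at 3.12 FPKM or more in every *Atf6*-/- OIR library, against at most 0.21 in the *Atf6*+/+ OIR libraries and at most 0.24 in the P30 libraries, 9 of which listed it at 0. The RefSeq annotation of GRCm38.p6 places it inside *Atf6*, whose own FPKM did not differ between the genotypes beyond the spread of the libraries. Libraries exchanged between the groups are argued against by this value, since an exchanged library would carry the level of the other genotype, and the lowest *Atf6*-/- library, at 3.12 FPKM, is well above every *Atf6*+/+ library. A transcript that arises from the altered *Atf6* allele is a candidate explanation, and was not tested further. A strain variant around *Atf6* was tested by its neighbours. Of the 40 measured genes nearest to *Atf6*, 7 had an unadjusted p of 0.05 or less, and 26.9% of windows of that size across the genome had as many. This count does not stand out, but it leaves a variant without an effect on expression open, so the mutation and a linked variant cannot be told apart for this gene.

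The retinal pigment epithelium list, of which 13 of 22 genes are in the paper's sets and which the paper does not discuss, had a median log2 fold change of 0.66 in the *Atf6*-/- libraries (exact permutation p = 0.0635), with 3 of them above every *Atf6*+/+ library. In the comparison of Ceapin-A7 with saline, its median was 0.099 (exact permutation p = 0.929). RNA from pigment epithelium attached to some of the retinas is a candidate explanation. The list's library scores ranged over 1.22 within the *Atf6*+/+ group, more than the 0.77 between the genotypes, and its genes varied together within genotypes (mean pairwise correlation 0.445). Further pigment epithelium genes went with them, with a median log2 fold change of 0.45 and 5 of 6 genes higher (exact permutation p = 0.0556). Its most abundant genes did not all follow: *Ttr* was 7.93 to 67.12 FPKM in the *Atf6*+/+ and 32.73 to 218.57 FPKM in the *Atf6*-/- libraries, whereas *Rlbp1* was 177.26 to 221.21 and 177.09 to 236.22 FPKM. Of the list's genes, 11 were above 1 FPKM in every OIR library, and *Rlbp1* is also in the Muller glia list, so the retina's own level hides a small share. A difference in pigment epithelium between the genotypes stays open as the biological explanation, and was not tested.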

How the results depend on the processing

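Alternatives gave 326 values of the main results, of which 301 kept their direction and their side of the threshold, or their size for values without a test. In the named genes, 1267 of 1298 values did so, 22 became stronger over 21 genes, and 9 changed direction over 5 genes. The correction for GC content and the *Ddx3y* covariate were chosen after seeing the data. Where no reason is given, the cause was not tested.

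The number of OIR genes with an adjusted p under 0.05 was 5, and it was 9 without a filter, 11 with all 20 libraries in 1 fit, 8 after GC content correction and 2772 with array weights, which gave the lowest weights, 0.344 and 0.345, to *Atf6*+/+ replicate 4 and *Atf6*-/- replicate 5. It lay between 5 and 9 genes across the 10 fits that each left out 1 library, with 9 without *Atf6*-/- replicate 5. The 5 genes were among those called in every planned setting, except that 4 of them were with FPKM above 0.1 in every library. After GC content correction 4 of them were, since Gm29733 had no GC content. The 2002 genes at an unadjusted p of 0.05 or less became 5750 with array weights. Leaving out 1 library gave from 1091 (without *Atf6*-/- replicate 4) to 4014 genes (without *Atf6*-/- replicate 5), with 3763 without *Atf6*+/+ replicate 4 and 1302 without *Atf6*+/+ replicate 1. After Ceapin-A7, 0 genes had an adjusted p under 0.05 in each alternative but the fit of all 20 libraries, which called 1, *Gm4963*. The 1596 genes at an unadjusted p of 0.05 or less became from 953 (without saline-treated replicate 4) to 2532 (without saline-treated replicate 2) when 1 library was left out, 1684 after GC content correction and 2029 with the *Ddx3y* covariate.

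With the FPKM as deposited, the EC differentiation median was −0.11 (exact permutation p = 0.0476) and the regulation of angiogenesis median −0.15 (0.0318). Rescaling to TPM gave −0.16 (0.0397) for regulation of angiogenesis and −0.074 (0.0238) for the UPR panel in OIR, and it weakened the phototransduction median to 0.086 (0.111). Quantile normalization weakened that median to 0.069 (0.198) and the EC proliferation median to −0.034 (0.310). When each library was left out, regulation of angiogenesis ranged from −0.176 (exact permutation p = 0.0397, without *Atf6*-/- replicate 5) to −0.101, and it also passed 0.05 without *Atf6*+/+ replicate 4 (−0.16, 0.0476). The UPR panel after Ceapin-A7 ranged from −0.078 to −0.043, and passed 0.05 without saline-treated replicate 2 (−0.069, 0.0238) or replicate 3 (−0.078, 0.0318). Single libraries moved some medians by more than 1.5 times without changing a call. EC proliferation was −0.11 without *Atf6*-/- replicate 5 and −0.039 without *Atf6*-/- replicate 3, EC differentiation −0.146 without *Atf6*+/+ replicate 4 and −0.058 without *Atf6*+/+ replicate 2. Regulation of blood vessel EC migration was −0.16 without *Atf6*+/+ replicate 4 and −0.067 without *Atf6*+/+ replicate 1, and the UPR panel in OIR was −0.027 without *Atf6*+/+ replicate 1. Sensory perception of light was 0.037 without *Atf6*+/+ replicate 1, response to light 0.0098 and detection of light 0.057 without *Atf6*-/- replicate 1. The median over all genes lay between −0.037 and 0.019 under each scaling.

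Direction changed for the response to light median under TPM, to −0.0015, and for *Atf6* in OIR after GC content correction, to −0.025, where *Atf4* also changed, to 0.023. *Crygn* in OIR ranged from −0.69 to 0.10 (without *Atf6*-/- replicate 1) when 1 library was left out. After Ceapin-A7, *Atf6* was −0.029 under TPM and ranged from −0.012 to 0.030 across the fits without 1 library, below 0 without saline-treated replicate 1 (−0.0066), saline-treated replicate 3 and Ceapin-A7-treated replicate 1 (−0.0096). *Vegfa* ranged from −0.17 to 0.014 (without saline-treated replicate 5), and *Hif1a* from −0.031 to 0.0037 (without saline-treated replicate 2), with 0.0034 without Ceapin-A7-treated replicate 4.

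The replicate numbers did not pair the samples: deviations of same-numbered libraries correlated from −0.258 to 0.21 in OIR and from −0.217 to 0.31 after Ceapin-A7. With the replicate number as a block, 5 and 1967 OIR genes had an adjusted p under 0.05 and an unadjusted p of 0.05 or less, and 0 and 1606 genes did after Ceapin-A7. Permutation within the 32 arrangements of the block, whose smallest p is 0.0625, gave 0.25 for EC proliferation, 0.1875 for EC differentiation, for regulation of blood vessel EC migration and for regulation of angiogenesis, 0.6875 for the UPR panel in OIR, 0.0625 for phototransduction and 0.125 for the UPR panel after Ceapin-A7. With a smallest p above 0.05, these say nothing about stability.

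Depth limits genes near the filter, where 1 fragment moves a value. For Gm29733, listed at 0 in 4 *Atf6*+/+ libraries, no fold change is given.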

Differences from the paper's values

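The paper's Supplemental Table 1 gives 70 genes with an adjusted p under 0.05 from DESeq2 between *Atf6*-/- and *Atf6*+/+ OIR retinas, while limma on the deposited FPKM gave 5. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's 70. Array weights gave 2772 genes, and the others gave 4 to 11. Each of the paper's 70 genes had an unadjusted p of 0.05 or less here, and 4 of them, *Duxbl1*, *Plac9a*, *Tmem254a* and *Shmt2*, had an adjusted p under 0.05. Array weights called 64 of the 70, and the fit of all 20 libraries called 10, adding *Aldh7a1*, *Gm4724*, *Muc2*, *Rev3l*, *Slc22a30* and *Zfp365* to those 4. *Zfp365* was also called with the FPKM as deposited and without *Atf6*-/- replicate 5, which also called *Gm20594*. *Col10a1* was called by limma without trend, *Ip6k2* without *Atf6*+/+ replicate 4, *Prodh* without *Atf6*+/+ replicate 5 and *Muc2* without *Atf6*-/- replicate 3. The correction for GC content, chosen after seeing the values, called 6 of the 70, with *Slc22a30* and *Zfp365* besides the same 4. These genes outside the named ones were chosen after their values were seen.

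The paper's Supplemental Table 6 gives 8 genes with an adjusted p under 0.05 after Ceapin-A7, while 0 genes had one here and 1596 had an unadjusted p of 0.05 or less. None of the alternatives set before the data were examined closed the gap, and the fit of all 20 libraries called 1 gene, which is not one of the paper's. Each of the paper's 8 genes had an unadjusted p of 0.05 or less here.

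The remaining 64 of the 66 values of the paper that were compared did not differ by the rules used. Unsigned values, such as counts of genes, had to lie within 1.5 times of each other. Log2 fold changes had to share their sign and lie within the spread of the replicates. For the 52 named genes with a log2 fold change of the paper's, the largest absolute difference was 2.28, for *Cryga*, whose value here, a difference of mean log2(FPKM + 0.1), is −2.50.

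The paper puts EC differentiation and regulation of blood vessel EC migration into the smallest class of p of its signed-rank test, under 0.0001. For EC differentiation, the same test across its 90 genes gave 1.80e-04 on the log2 fold changes computed here, outside that class, and 6.91e-05 on the paper's own log2 fold changes. For regulation of blood vessel EC migration, with 80 genes, it gave 9.18e-05 here and 1.10e-04 on the paper's own log2 fold changes, which is outside that class. The p on the fold changes computed here came from a normal approximation. The paper does not say whether its p was exact, so values this close to the limit do not decide the class.

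The paper describes the sensory perception of light stimulus set as enriched in the *Atf6*-/- OIR retina. In its Supplemental Figure 2, the running sum rises to about 0.2 at the *Atf6*-/- end of the list and reaches its largest distance from zero, about −0.5, at the *Atf6*+/+ end.

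The paper describes the 4 angiogenesis-associated sets and the UPR panel in OIR and after Ceapin-A7 as significantly lower, from a test across genes. With the library as the unit, none of these sets passed 0.05: the exact permutation p was 0.198, 0.127, 0.159 and 0.0714 for the angiogenesis-associated sets, 0.3175 for the UPR panel in OIR and 0.119 after Ceapin-A7. It passed 0.05 for EC differentiation with the FPKM as deposited (0.0476), for regulation of angiogenesis with the FPKM as deposited (0.0318), under TPM (0.0397), without *Atf6*+/+ replicate 4 (0.0476) and without *Atf6*-/- replicate 5 (0.0397), for the UPR panel in OIR under TPM (0.0238), and for the UPR panel after Ceapin-A7 without saline-treated replicate 2 (0.0238) or replicate 3 (0.0318).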

Other observations

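Of the tests in this part, these were chosen only after the result was seen: those of exchanged libraries, of one chromosome region around *Duxbl1*, of the spread of lens genes within a genotype, of the scaling and of other cell types behind the phototransduction list, of a stress response in saline-treated libraries, of the PERK/ATF4 list behind *Shmt2*, of the depth of Ceapin-A7-treated replicate 3, of chance in the difference between ATF6 and IRE1/XBP1 targets, and of GC content for the mural cell list alone. A median was read as keeping most of its size at 66.7% or more, and this limit, the rules for reading the spread of lens genes and the enzymes beside *Shmt2*, and the rule that a median after GC content correction must also pass a permutation p of 0.05 were set after the values were seen.

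Other splits of the 10 OIR libraries into 5 and 5 were fitted for comparison. At least 5 genes with an adjusted p under 0.05 came from 2 of 100 splits, the real one included, so an arbitrary grouping is argued against for this count. With an unadjusted p of 0.05 or less as the threshold, 16 of 100 splits gave at least 2002 genes, so that number does not stand apart from arbitrary groupings. The same counts after GC content correction were 2 and 16 of 100, and with array weights 13 of 100 splits gave at least 2772 genes with an adjusted p under 0.05. The split that exchanges *Atf6*+/+ replicate 4 and *Atf6*-/- replicate 5 gave the most genes, 5010 with an adjusted p under 0.05 and 6755 at an unadjusted p of 0.05 or less. Of the Ceapin-A7 splits, 5 of 100 gave at least 1596 genes at an unadjusted p of 0.05 or less. For the count of 0 genes with an adjusted p under 0.05, the splits decide nothing, since any split reaches 0. Lower depth of Ceapin-A7-treated replicate 3 stays open as a reason for that 0: there were also 0 genes without this library (1212 at an unadjusted p of 0.05 or less), as in each fit that left out 1 library, so this decides nothing.

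The first principal component of the OIR libraries held 39.3% of the variance, and placed *Atf6*+/+ replicate 4 (12.08) and *Atf6*-/- replicate 5 (−11.96) on the side of the other genotype. An exchange of these libraries is argued against by Gm29733, which lies inside *Atf6*: it was 3.12 FPKM in *Atf6*-/- replicate 5, against at most 0.24 in the P30 libraries, which are wildtype, and at most 0.21 in the *Atf6*+/+ ones, with 0 in replicate 4. However, *Atf6*-/- replicate 5 was nearest to the *Atf6*+/+ libraries for Gm29733 (4.76 to 6.89 in the other *Atf6*-/- libraries) and *Duxbl1* (30.41 against 43.92 to 50.79). That library was also nearest for *Tmem254a* (19.58 against 21.86 to 26.3) and *Shmt2* (39.61 against 25.48 to 33.05), although not for *Plac9a* (29.52 against 25.31 to 31.72). A partial mixture therefore stays open. Transcript GC content is a candidate explanation, since the gene loadings followed it across 13060 genes (Spearman correlation −0.619; genes are not independent replicates). After GC content correction, the first component held 33.6% of the variance, and *Atf6*-/- replicate 5, at −5.51, still lay below the others of its genotype (10.45 to 17.5), while *Atf6*+/+ replicates 4 (8.71) and 3 (0.93) both lay above the other 3 (−22.19 to −16.27). GC content is argued against as the whole cause of the 2002 genes, because 1122 of 1975 that could be tested kept an unadjusted p of 0.05 or less after the correction, while 853 did not. No biological explanation was tested, since the labels give no further difference between these mice.

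GC content bias was also tested for the gene sets. After correction, the OIR medians were −0.058 for EC proliferation, −0.068 for EC differentiation, −0.058 for regulation of blood vessel EC migration, −0.095 for regulation of angiogenesis and −0.041 for the UPR panel, and the UPR panel after Ceapin-A7 was −0.065. The exact permutation p of these was 0.0873, 0.1825, 0.135, 0.0873, 0.3175 and 0.0714, so neither the decrease nor its absence is shown beyond the spread of the libraries, and GC content bias stays open. An effect of the genotype or of Ceapin-A7 on these sets stays open as well.

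*Duxbl1*, *Plac9a* and *Tmem254a* are part of a block on chromosome 14 of GRCm38 with near-identical copies. Reads shared between these copies may contribute to the difference, and 0 of 5 annotated copies were among the genes analysed, so this stays open. A strain variant of the region may also do so: of 40 measured neighbours of *Duxbl1*, 8 had an unadjusted p of 0.05 or less, as in 17.1% of windows, against 12.7% of all genes. The neighbours *Anxa11* and *Slmap*, chosen after their values were seen, had log2 fold changes of −0.27 and 0.21. Neither test separates a variant of these copies from an effect of *Atf6*, and they cannot be told apart. In the P30 libraries, which are wildtype but differ from the OIR libraries in age and treatment, *Duxbl1* was 2.04 to 3.42 FPKM, below the *Atf6*+/+ OIR libraries (9.41 to 12.27). *Plac9a* (16.04 to 27.91) and *Tmem254a* (11.89 to 19.96) were above those (8.65 to 12.88 and 7.58 to 11.19), and some P30 libraries reached the *Atf6*-/- range (25.31 to 31.72 and 19.58 to 26.3).

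*Shmt2* is also on the list of PERK/ATF4 targets. Lower activity of the PERK/ATF4 programme could lower it and stays open. The list had a median log2 fold change of −0.21, with 19 genes lower and 5 higher (exact permutation p = 0.111; 0.0238 under TPM), and fry gave p = 0.0369 (n = 5 libraries in each group). Another 5 amino acid and one-carbon enzymes on it, *Psat1*, *Phgdh*, *Mthfd2*, *Asns* and *Aldh18a1*, had a median of 0.0038. They went both ways, 2 of them lower, between −0.15 and 0.21, which does not decide it. Not all of them belong to serine and one-carbon metabolism. A strain variant around *Shmt2* could do so too. Of 40 measured neighbours, 7 had an unadjusted p of 0.05 or less, as in 26.9% of windows, which does not decide it. An effect of *Atf6* on *Shmt2* stays open. In the P30 libraries, which are wildtype, *Shmt2* was 21.38 to 34.13 FPKM, against 25.48 to 39.61 in the *Atf6*-/- and 60.61 to 76.09 in the *Atf6*+/+ OIR libraries.

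The lens fibre list had a median log2 fold change of −2.56 in the *Atf6*-/- libraries (exact permutation p = 0.00794, the smallest it can give; 0.214 after adjustment over 27 tests of such lists), with all 5 below every *Atf6*+/+ library. RNA from lens cells in some libraries is a candidate explanation, although the sample labels say that the lens was taken out. The list's scores ranged over 6.57 within the *Atf6*+/+ group, against −2.93 between the genotypes, and its genes varied together within genotypes (mean pairwise correlation 0.863). *Cryaa* was 0.18 to 129.86 FPKM in the *Atf6*+/+ and 0 to 0.23 FPKM in the *Atf6*-/- libraries, 2.92 to 2422 FPKM in the saline-treated and 28.65 to 3973 FPKM in the Ceapin-A7-treated ones. *Cryab*, which the retina also expresses, was 63.0 to 104.76 and 65.67 to 84.92 FPKM by genotype. Of the list's 22 genes, 2 were above 1 FPKM in every OIR library and 6 are in the paper's sets. Further lens genes had a median of −0.85 (exact permutation p = 0.0476), but only 2 of 6 passed the filter, which is too few to decide. A lower expression of crystallins in the *Atf6*-/- retina itself stays open, and was not tested. After Ceapin-A7, the lens fibre median was 1.09 (exact permutation p = 0.603).

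The higher phototransduction list in *Atf6*-/- OIR retinas was weighed against 3 technical explanations. The choice of scaling stays open, since its exact permutation p was 0.198 under quantile normalization. GC content bias is argued against as the whole cause, because the median was 0.090 after correction (exact permutation p = 0.0317). A lower share of other retinal cell types could raise it. The microglia and macrophage list had a median of −0.099 (exact permutation p = 0.421) and the Muller glia list one of 0.069 (exact permutation p = 0.135), neither beyond the spread of the libraries, so this stays open. The rod and cone photoreceptor lists, of which 12 of 18 and 11 of 12 genes are in another list, had medians of 0.11 (exact permutation p = 0.0238) and 0.11 (exact permutation p = 0.111). A higher expression of these genes in the *Atf6*-/- retina stays open as the biological explanation. After Ceapin-A7, the medians were 0.16 for phototransduction (exact permutation p = 0.262), 0.17 for rods (exact permutation p = 0.238) and 0.22 for cones (exact permutation p = 0.0556).

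ATF6 and IRE1/XBP1 targets moved apart in OIR. The difference between their library scores differed by −0.24 between the genotypes. A chance difference between libraries stays open: the exact permutation p of 0.0317 is of a contrast picked because the lists moved apart, and the p of each list was 0.3001 and 0.2679 after adjustment over the 27 permutation tests of lists. GC content bias is argued against as the whole cause by a difference of −0.17 after correction (exact permutation p = 0.0397). An effect of *Atf6* on its own targets with IRE1/XBP1 targets kept up may explain this, as a hypothesis from the same data. After Ceapin-A7 the difference was −0.065 (exact permutation p = 0.214), with medians of −0.014 for IRE1/XBP1 targets (exact permutation p = 0.833) and −0.36 for PERK/ATF4 targets (exact permutation p = 0.167). Whether the 2 experiments differ in this was not tested.

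The endothelial list had a median log2 fold change of −0.30 in *Atf6*-/- OIR retinas (exact permutation p = 0.222) and the mural cell list one of −0.50 (exact permutation p = 0.0238; 0.214 after adjustment over 27 tests), with 4 of 5 *Atf6*-/- libraries below every *Atf6*+/+ library in the mural list. The mural cell median no longer passed 0.05 without *Atf6*+/+ replicate 1 (−0.39, exact permutation p = 0.0635) or replicate 2 (−0.45, exact permutation p = 0.0556). GC content bias is argued against for the mural cell list, which was at −0.42 after correction (exact permutation p = 0.0238), and stays open for the endothelial list, at −0.21 (exact permutation p = 0.1905). Fewer vascular cells in *Atf6*-/- retinas and a change of expression within those cells both stay open. The paper's histology gives a smaller neovascular area and a lower percentage of Ki-67-positive endothelial cells, and no count of mural cells. Of the endothelial list, 14 of 20 genes are in the paper's sets and 19 were above 1 FPKM in every OIR library. None of the 12 mural genes is in them, and 10 were. The most abundant gene of the mural list, *Vtn*, was 428.36 to 513.78 FPKM in the *Atf6*+/+ and 395.43 to 514.11 FPKM in the *Atf6*-/- libraries. Whether mural cells are its main source in the retina was not tested. The most abundant gene of the endothelial list, *Kdr*, was 27.98 to 47.91 and 30.98 to 36.48 FPKM.

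The lower UPR panel after Ceapin-A7 may follow from a stress response in part of the saline-treated libraries. Of these, 3 scored above every Ceapin-A7-treated library. Saline-treated replicates 4 and 5 stood out, with panel scores of 0.091 and 0.089, against −0.039 to 7e-04 in the others. Their PERK/ATF4 scores were 0.62 and 0.82, against −0.21 to −0.039 in the other saline-treated libraries. Their immediate early scores were 0.42 and 0.57, against −0.23 to 0.086. In the panel scores, the difference between the groups came largely from these 2 libraries. Without the 16 genes of the panel that are PERK/ATF4 targets or immediate early genes, the median was −0.049, with 75 genes lower (exact permutation p = 0.0476), which keeps most of the decrease of the whole panel (−0.063, exact permutation p = 0.119). As 2 saline-treated libraries were still not above every Ceapin-A7-treated one in the whole panel, and a stress response may reach the remaining genes, it stays open. Unequal numbers of male mice could also contribute, since *Ddx3y* was above 1 FPKM in 1 saline-treated and 3 Ceapin-A7-treated libraries. With *Ddx3y* as a covariate the median was −0.081, and with no test beyond the spread this stays open. An effect of Ceapin-A7 on the UPR stays open as the biological explanation. These groups cannot separate it from the difference in DMSO that the paper gives. Over the panel, the log2 fold changes in OIR and after Ceapin-A7 had a correlation as large as the observed one in 8 of 100 splits of the OIR libraries, so arbitrary grouping of those libraries may give such a correlation.

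The other lists fixed in advance gave these values. In OIR, the cell cycle list had a median of −0.24 (exact permutation p = 0.0794) and the immediate early list one of −0.27 (exact permutation p = 0.397). After Ceapin-A7, the medians were 0.20 for cell cycle (exact permutation p = 0.167), −0.41 for immediate early (exact permutation p = 0.0476), −0.018 for endothelial (exact permutation p = 0.492), 0.17 for mural cell (exact permutation p = 0.310), 0.11 for microglia and macrophage (exact permutation p = 0.405) and 0.11 for Muller glia (exact permutation p = 0.349). Over the 27 tests of lists, the lowest adjusted p was 0.214. On rescaled log2 values, groups did not overlap for 280 of the OIR genes tested, 1.78%, where chance gives 0.79%, and 171 of them were higher in the *Atf6*-/- libraries.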
